# Nuclear localization of Argonaute 2 is affected by cell density and may relieve repression by microRNAs

**DOI:** 10.1093/nar/gkad1155

**Published:** 2023-12-18

**Authors:** Krystal C Johnson, Audrius Kilikevicius, Cristina Hofman, Jiaxin Hu, Yang Liu, Selina Aguilar, Jon Graswich, Yi Han, Tao Wang, Jill M Westcott, Rolf A Brekken, Lan Peng, Georgios Karagkounis, David R Corey

## Abstract

Argonaute protein is associated with post-transcriptional control of cytoplasmic gene expression through miRNA-induced silencing complexes (miRISC). Specific cellular and environmental conditions can trigger AGO protein to accumulate in the nucleus. Localization of AGO is central to understanding miRNA action, yet the consequences of AGO being in the nucleus are undefined. We show nuclear enrichment of AGO2 in HCT116 cells grown in two-dimensional culture to high density, HCT116 cells grown in three-dimensional tumor spheroid culture, and human colon tumors. The shift in localization of AGO2 from cytoplasm to nucleus de-represses cytoplasmic AGO2-eCLIP targets that were candidates for canonical regulation by miRISC. Constitutive nuclear localization of AGO2 using an engineered nuclear localization signal increases cell migration. Critical RNAi factors also affect the localization of AGO2. Knocking out an enzyme essential for miRNA biogenesis, DROSHA, depletes mature miRNAs and restricts AGO2 localization to the cytoplasm, while knocking out the miRISC scaffolding protein, TNRC6, results in nuclear localization of AGO2. These data suggest that AGO2 localization and miRNA activity can be regulated depending on environmental conditions, expression of mature miRNAs, and expression of miRISC cofactors. Localization and expression of core miRISC protein machinery should be considered when investigating the roles of miRNAs.

## Introduction

MicroRNAs (miRNAs) are short, ∼22 nucleotide regulatory non-coding RNAs that regulate gene expression through the RNA interference (RNAi) pathway (1,2). In mammalian cells, miRNAs are often associated with post-transcriptional repression of gene expression in the cytoplasm by the miRNA-induced silencing complex (miRISC). The miRISC complex is made up of an Argonaute (AGO) protein loaded with a miRNA guide. The miRNA carries the sequence-specificity to recognize a complementary messenger RNA (mRNA) target through Watson-Crick base pairing, and the AGO protein promotes recognition to silence the expression of this target directly by enzymatic cleavage or indirectly by recruiting other miRISC effector proteins to inhibit translation and/or accelerate the degradation of the mRNA (3–6). There are four AGO variants in human cells, AGO1-4. AGO2 (3–5), and to a lesser extent AGO3 (7), can promote cleavage of target transcripts.

miRNAs also have the potential to function in the nucleus of human cells. Both miRNAs (8), AGO proteins (8–13), and other miRISC cofactors can be detected in cell nuclei and chromatin (11,14,15). The relative localization of AGO between cytoplasm and nuclei varies in different cell types and tissues (16). Synthetic small RNAs and miRNAs have been shown to control gene transcription and splicing (17–32), demonstrating the potential for small RNAs to control nuclear gene expression.

While exogenous duplex RNAs can control gene expression in mammalian cell nuclei, the importance of the RISC machinery shuttling to the nucleus for regulation of endogenous gene expression has not been well-established. Our laboratory has previously used CRISPR/Cas9-mediated knockout cells deficient for the primary AGO variants AGO1, AGO2 and AGO3 to examine the scope of RISC-mediated regulation in the cytoplasm and nuclei of HCT116 colon cancer-derived cells (33,34). When these cells were grown under normal cell culture conditions, we found that knocking out the expression of AGO protein produced modest effects on gene expression relative to wild-type cells. This observation is consistent with previous observations that, despite large numbers of target genes predicted to be regulated by miRNAs, most single miRNA knockout animals show no apparent phenotype until placed under stress (35–40). We hypothesized that specific environmental conditions might enhance the impact of RNAi, affect the subcellular localization of the miRISC machinery, and provide greater insights into the endogenous regulation of miRNA activity.

Other laboratories have previously suggested that specific environmental conditions might change the localization of AGO and alter the relative impact of RISC-mediated regulation in the cytoplasm and nucleus. In 2011, Sczakiel *et al.* observed that varied cellular stresses, including heat shock, sodium arsenite, cycloheximide and lipid-mediated transfection of phosphorothioate oligonucleotides could change the subcellular localization of AGO2 protein (41). This study suggested that these stressors promote inclusion of AGO2 in stress granules leading to a reduction in cytoplasmic RNAi activity. Since then, other studies have linked cell stress to changes in the relative localization of AGO protein between nuclei and cytoplasm (42). Nuclear translocation of AGO2 can be induced by senescence (43,44) and has been suggested to be a trigger for miRNA-mediated transcriptional gene silencing (43). Nuclear AGO2 has recently been reported to silence mobile transposons in quiescent cells (45) and enhance expression of genes in spermatogenic cells through association with meiotic chromatin (14).

Here, we examine the effect of cell density, cell contact, and tumor formation on the subcellular localization of AGO protein and miRNA regulation. We observe that in two-dimensional cell culture grown to high density, three-dimensional tumor spheroid cell culture, and human tissue samples, nuclear localization of AGO2 increases. In cell culture, this relocalization de-represses the expression of AGO2-bound genes that are candidates for canonical silencing by miRNAs in the cytoplasm. These data suggest that miRNA regulation and the subcellular localization of AGO2 are dynamic systems that are sensitive to environmental change, the availability of miRNAs and miRISC cofactors, and tumor formation.

## Materials and methods

### Tissue culture

Wild-type HCT116, *DROSHA–/–*, *TNRC6AB–/–*, *AGO1/2/3–/–* and *NLS-AGO2* cell lines were cultured in McCoy's 5A medium supplemented with 10% FBS. A549 cells were grown in F12K medium supplemented with 10% FBS. HeLa cells were cultured in Dulbecco's modified Eagle's medium (DMEM) with 10% FBS. HepG2 were grown in Eagle's minimal essential medium (EMEM) with 10% FBS. Healthy control fibroblast cell line (GM02153) was purchased from Coriell institute, which was cultured in minimal essential medium (MEM) with 10% FBS. All cells were incubated at 37°C in 5% CO_2_ and passed when 70–80% confluent.

### Preparation of cytoplasmic and nuclear extract from cell culture

Cells were seeded at 100 000 cells per well into 6-well plates on Day 0, and 8 ml of fresh media was supplied every day starting on Day 2 through Day 7. Cells were detached with trypsin, harvested, and counted with trypan blue staining (TC20 Automated Cell Counter; Bio-Rad). Subcellular fractionation to isolate cytoplasm and nuclear lysate extract was similar as previously described (11,12,33,34). Keeping the samples on ice, using ice-cold buffers, and using gentle pipetting is critical for maintaining the integrity of the nuclear membrane before and after cytoplasmic lysis.

### Preparation of cytoplasm, nuclear, and chromatin extract from patient tissue

Patient tissue was kept frozen with liquid nitrogen and cut into small pieces with a blade. The small tissue pieces were homogenized by crushing them in a mortar and pestle with liquid nitrogen constantly replenished to keep tissue frozen. Homogenized tissue was fractionated per the manufacturer's protocol using the Subcellular Protein Fractionation Kit for Tissues (ThermoFisher, Cat No. 87790).

### Dual viability staining assay for apoptosis detection with flow cytometry

Invitrogen™ eBioscience™ Annexin V Apoptosis Detection Kit FITC (Cat. No. 88-8005-72) was used in combination with Propidium Iodide Solution (Sigma-Aldrich, Cat. No. *P*-4864–10 ml) as described in manufacturer's protocol. Cells were analyzed by flow cytometry, and summary plots were generated with FlowJo software. Three biological replicates were performed for each cell density collection time point.

### RNA half-life assay

Cells were seeded at 100 000 cells per well in 6-well plates on Day 0. At 50% (Day 3) and 400% (Day 7) confluence, the growth media was replaced with growth media supplemented with 10 μg/ml of Actinomycin D (Sigma Aldrich: A4262-5MG). Cells were collected at time points: 0, 1, 2, 4, 8, 12, 18, 24, 36, 48 h and then fractionated with cytoplasmic and nucleus fractionation protocol. The total RNA from cytoplasmic fraction was isolated using TRizol LS reagent, nuclear pellet – TRizol reagent. Data points were kept uniform by using exactly 2 μg of RNA pretreated with DNase as input in reverse transcription reaction. RNA stability was measured between 50% (Day 3) and 400% (Day 7) of seven different potential reference genes to analyze stability assay data. The input of cDNA synthesis was normalized across samples, and the data was analyzed by differences in stability based on changes in Ct value. All reference genes and experimental genes were tested from the same cDNA. Pre-mRNA levels were checked in the nuclear fraction of cells harvested at 50% and 400% to validate that transcription was inhibited at the same time by Actinomycin D treatment in both density conditions.

### Co-Immunoprecipitation

Cells were lysed with whole cell lysis buffer (1× PBS, Igepal 0.5%, Na-deoxycholate 0.5%, SDS 0.1%, 1× Protease inhibitors), supplemented with 10% glycerol and snap frozen before immunoprecipitation. 335 μg of total protein was incubated with 80 μl Dynabeads Protein G (Invitrogen: 10004D), and 3 μg of anti-AGO2 polyclonal antibody. This antibody was generated by GenScript, and is derived from the same peptide sequence used to elicit ‘3148’ from the Nelson's lab (46). We also use antibodies against TNRC6A (Bethyl: A302-329A) or species matching IgG antibody (Millipore:) in 1 ml of lysis buffer and incubate with rotation over night at 4°C. Wash six times with 1 ml of immunoprecipitation wash buffer (Tris-HCl, PH-7.4 20 mM, NaCl 400 mM, MgCl_2_ 3 mM, NP-40 0.05%, SDS 0.01%) with rotation for 5 min at 4°C. The protein was eluted with 20 μl of 2x Tris-SDS loading buffer incubating for 20 min at room temperature. The elute was transferred to fresh tube heated for 10 min at 95°C and ran on 4–20% SD-PAGE gel. The western-blot was performed under the same condition in this paper using following antibodies: anti-AGO2 (WACO: 015-22031), anti-TNRC6A (Bethyl: A302-329A).

### 3D tumor spheroid culture

Single cells were resuspended in a 40 μl mixture of 70% activated rat tail Collagen 1 (Corning, 354236) and 30% Cultrex UltiMatrix Basement Membrane Extract (R&D systems, BME001) at a final concentration of 2.1 mg/ml Collagen 1 and 3.5 mg/ml UltiMatrix BME. The embedded cells were plated in 8-well chamber slides (BD Biosciences) and allowed to gel at 37°C. Each well of the chamber slide contained 2000 cells. After 1 h, cultures were supplemented with DMEM media (Corning, 10013CV) containing 10% FBS and 1% Penicillin–Streptomycin (Gibco, 15140122). Cultures were incubated for 7 days at 37°C and 5% CO_2_, with fresh media added on day 4. After 7–8 days of growth, the ECM was dissolved with dispase (Stemcell Technologies, 07913), cells were washed 2× with PBS, and then lysed. Cultures were imaged at day 7 (prior to dispase treatment) at 10× magnification. Scale bars = 50 μm.

### Western-blot analysis

Total protein lysate was prepared re-suspending cells in lysis buffer (50 mM Tris–HCl, pH 7.0, 120 mM NaCl, 0.5% NP-40, 1 mM EDTA, 1 mM DTT, 1× protease inhibitor (Roche, complete). Proteins were separated on 4–20% gradient Mini-PROTEAN® TGXTM precast gels (Bio-Rad). After gel electrophoresis, proteins were wet transferred to nitrocellulose membrane (0.45 μM, GE Healthcare Life Sciences) at 100 V for 75 min. Membranes were blocked for 1 h at room temperature with 5% milk in 1× PBS containing 0.05% Tween-20. Blocked membranes were incubated with the primary antibodies in blocking buffer at 4°C on rocking platform overnight: using anti-AGO1, 1:2000 (5053, Cell Signaling), anti-AGO2, 1:1500 (015-22031, Fujifilm WAKO), anti-Calnexin, 1:1000 (2433, Cell Signaling), anti-Lamin A/C, 1:1500 (ab8984, Abcam), anti-β-actin, 1:5000 (A5441, Sigma-Aldrich), anti-TNRC6A (GW182), 1:5000 (A302-329A, Bethyl), anti-β-tubulin, 1:5000 (32–2600, Invitrogen) antibodies. After primary antibody incubation, membranes were washed 3 × 10 min at room temperature with 1 × PBS + 0.05% Tween-20 (PBST 0.05%) and then incubated for 1 h at room temperature with respective secondary antibodies in blocking buffer. Membranes were washed again 4 × 10 min in PBST 0.05%. Washed membranes were soaked with HRP substrate according to manufacturer's recommendations (SuperSignal™ West Pico Chemiluminescent substrate, Thermo Scientific) and exposed to films. The films were scanned and bands were quantified using ImageJ software.

### CRISPR/Cas9 Generation of NLS-AGO2 HCT116

The SV40 large T-antigen NLS sequence that was previously reported to manipulate AGO2 localization (13,47) (Supplementary Figure S13) was inserted into the N-terminus of human AGO2 using CRISPR/cas9 in WT HCT116 cells carried out by GenScript. The SV40 NLS amino acid sequence is PKKKRKVAG, and the DNA sequence is CCAAAAAAGAAGAGAAAGGTAGCTGGT. NLS fragment had 2 amino acids at both sides as spacer sequences, ‘SG’ on 5′side and ‘AG’ on 3′ side of NLS. NLS was inserted into both alleles at Exon 1 to force AGO2 localization to the nucleus. To maintain endogenous transcription level, the endogenous promoter was used.

### NLS-AGO2 HCT116 versus WT HCT116 Growth Curve

Cells were grown in six well plates. Cells were seeded on Day 0 at a concentration of 1 × 10^5^ cells per well. Cells were harvested and counted daily, from Day 1 to Day 7. To count the cells, cells were mixed with equal volumes of trypan blue and were counted using a cell counter (TC20 Automated Cell Counter; Bio-Rad). Cell media was replenished daily, starting on Day 2, to avoid pH stress and nutrition deprivation.

### AGO2 absolute protein quantification

Quantification was completed as described (48) with modifications. Briefly, recombinant AGO2 protein (Active Motif) was purchased and serially diluted in Protein LoBind tubes (Eppendorf) coated with Bovine Serum Albumin standard protein (ThermoFisher). Cells were collected at low (Day 3) and high confluence (Day 7) time points and subcellular fractions were isolated as in Cytoplasm/Nuclear Fractionation. Fractions (whole cell, cytoplasm, and nucleus) were lysed to contain 10 000 cells/μl based on initial cell count from collection. Recombinant protein standard curves were resolved by western blot and analyzed with ImageJ to construct a standard curve. The slope of the curve was used to determine the AGO2 proteins per cell in whole cell, cytoplasmic and nuclear lysates. Statistical analysis was performed in Prism using an unpaired *t*-test with Welch's correction.

### *AGO2-GFP* plasmid expression in *AGO1/2/3–/–* cells

*AGO1/2/3* knockout (*AGO1/2/3–/–*) cells previously described (33). The *WT-AGO2-GFP* and *NES-AGO2-GFP* plasmids were generated by GenScript. A classic leucine-rich nuclear export signal (NES), LAQQFEQLSV, was used from *Arabidopsis thaliana* AGO1 (49) and in the NES database (http://prodata.swmed.edu/LRNes/IndexFiles/details.php?name=313). The human AGO2 (WT-AGO2, NCBI Reference Sequence: NM_012154.5) and the N-terminal NES tagged AGO2 (NES-AGO2) were cloned into mammalian expression vector pcDNA3.1 + N-eGFP. *AGO1/2/3–/–* cells were transfected with WT-AGO2-GFP or NES-*AGO2-GFP* plasmids with OptiMEM and FuGENE HD Transfection Reagent (Promega, Cat. No. E2311) with media change to full media at 24 hours post-transfection. Cells were detached with trypsin and collected 48 hours post-transfection. Cells were washed with PBS and sorted for GFP-positive cells using FACS. Sorted cells were diluted in PBS, then used for (1) whole cell RNA extraction, (2) subcellular protein fractionation, and (3) adhered to microscope slides using a Cytospin cytocentrifuge. The cells used for microscopy were fixed with 4% paraformaldehyde for 10 min, washed with PBS and permeabilized for 10 min with 0.2% Triton X-100 in PBS. Fixed and permeabilized cells were washed with PBS. Then, Vectashield Hard Set mounting medium with DAPI was added and covered with a coverslip. After the mounting medium was set, cells were imaged with a 60× objective lens and 405 and 488 nm lasers on a Nikon CSU-W1 with SoRa spinning disk confocal microscope. Images were then processed in ImageJ.

### Transfection of duplex RNA

All duplex RNA transfections used Lipofectamine RNAi MAX (Invitrogen). 24 hours before transfection, cells were seeded into six-well plates at 150K cells per well for wild type HCT116 cells and 300K for *DROSHA–/–* cells. The next day, 50 nM of siRNAs were transfected into cells as previously described (50). The transfected siRNAs included siCM as a negative control, an siRNA targeting *MALAT1* as described (50), and duplex miRNA mimics of let-7a and miR-27a. Twenty-four hours later, transfection media was replaced with full culture media. Cells were harvested for western blot 48 hours after transfection.

### RT-qPCR for candidate genes

Total RNA was extracted from cells and treated with DNase I (Worthington Biochemical) at 25°C for 20 min, 75°C for 10 min. Reverse transcription was performed using high-capacity reverse transcription kit (Applied Biosystems) per the manufacturer's protocol. 2.0 μg of total RNA was used per 20 μl of reaction mixture. PCR was performed on a 7500 real-time PCR system (Applied Biosystems) using iTaq SYBR Green Supermix (BioRad). PCR reactions were done in triplicates at 55°C 2 min, 95°C 3 min and 95°C 30 s, 60°C 30 s for 40 cycles in an optical 96-well plate. For each gene, two different sets of primer were used to check mRNA level (Supplementary Table S1). Data were normalized relative to internal control genes HPRT1, snRNP200 and ZMYM4 levels.

### RT-qPCR for miRNAs

Total RNA was extracted from cells with TRIzol as described above. RNA from cytoplasm lysate was extracted with TRIzol LS (Invitrogen, Cat. No. 10296028) and from nuclear pellet with TRIzol. The miRNAs were reverse transcribed using universal miRCURY LNA kit (Qiagen: 339340). The cDNA was further used for quantification of miRNAs following the protocol of miRCURY LNA SYBR Green kit (Qiagen: 339346). PCR was performed on a 7500 real-time PCR system (Applied Biosystems) using TaqMan Universal PCR Master Mix No AmpErase UNG (Applied Biosystems) with the primers and probes included in the TaqMan microRNA Assay kits (ThermoFisher, hsa-miR-210-3p: Assay ID: 000512; hsa-miR-181a-5p: Assay ID: 000480; hsa-miR-21-5p: Assay ID: 000397; hsa-miR-27a-3p: Assay ID: 000408). PCR reactions were done in triplicates at 55°C 2 min, 95°C 3 min and 95°C 30 s, 60°C 30 s for 40 cycles in an optical 96-well plate.

### Preparation of whole transcriptome RNAseq libraries

Total RNA was extracted from whole cells grown in 2D culture for 3 days (50% confluency), 5 days (250% confluency), and 7 days (300–400% confluency) with TRIzol as described above. The RNA quality was measured using the Agilent 2100 Bioanalyzer system with the RNA Nano chip kit (catalog# 5067-1511), and the RNA concentration was measured using the Nanodrop 2000 spectrophotometer by Thermo Scientific. Roche Kapa RNA HyperPrep Kits with RiboErase (HMR) (Catalog #KK8561) were used to generate the RNA libraries. The procedure was followed with the manufacturer's instructions. The RNA input amount for each library preparation was 1.0 μg. The workflow began with rRNA depletion, followed by RNAse H and DNase treatment. Subsequently, fragmentation was carried out at 94°C for 5 min. The cleaved RNA fragments were then reverse transcribed into first strand cDNA synthesis using reverse transcriptase and random primers. Second strand cDNA synthesis and A-tailing were performed, with incorporation of dUTP into the second cDNA strand. UMI adapters synthesized by IDT (Integrated DNA Technology) were used during the ligation process. The cDNA fragments underwent purification and enrichment via 9 to 10 cycles of PCR amplification to create the final cDNA library. Library quality was verified using the Agilent 2100 Bioanalyzer, and the concentration was measured using the picogreen method. The nine RNA-seq libraries were sequenced on Illumina NovaSeq 6000 sequencer platform using the PE-150 bp (paired-end) protocol. Image analysis and base calling were performed using an Illumina pipeline with default settings.

### Whole transcriptome RNAseq analysis of mRNA expression

Paired-end demultiplexed fastq files were generated using bcl2fastq2 (Illumina, v2.17), from NovaSeq6000 SP4 reagent's bcl files. Initial quality control was performed using FastQC v0.11.8 and multiqc v1.7. Fastq files were imported batch wise, trimmed for adapter sequences followed by quality trimming using CLC Genomics Workbench (CLC Bio, v23.0.3). The imported high-quality reads were mapped against gene regions and transcripts annotated by ENSEMBL v99 hg38 using the RNA-Seq Analysis tool v2.7 (CLC Genomics Workbench), only matches to the reverse strand of the genes were accepted (using the strand-specific reverse option). Differential gene expression analysis between the sample groups was done using the Differential Expression for RNA-seq tool v2.8, where the normalization method was set as TMM. 

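Whole transcriptome RNAseq values were analysed for HCT116 cells, a human colorectal carcinoma line, on day 3 (50% confluency) and day 5 (250% confluency), with 3 libraries per day; day 7 values were not analysed here. The deposited table lists normalized values for 38055 genes in each library, beside the authors' own fold changes and adjusted p-values. The authors mapped the reads strand-specifically to annotated genes of hg38, as described above. Within each library, 100% of the values were whole multiples of what 1 read is worth, so the number of reads counted on genes could be recovered. It was 38734844, 56689369 and 27470978 for the 3 day 3 libraries and 31403756, 31755124 and 33661896 for the 3 day 5 libraries. Day 3 therefore had both the deepest and the shallowest library. Differential expression was tested with limma on log2(value + 1) for the 20129 genes with a value of at least 10 in at least 3 of the 6 libraries, and fold changes are on that scale, which understates the change of weakly expressed genes. On day 5, 11450 genes differed from day 3 at an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), of which 5900 (51.5%) were higher and 5550 lower. The authors' deposited table lists 11131 genes at the same threshold, and DESeq2 run on the recovered reads called those 11131 genes as well, with 10260 of them among the limma calls. Requiring at least a 2-fold change moved the limma count most, to 3589 genes, 2059 higher and 1530 lower.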

Differential expression between the groups was tested using a control group, outliers were downweighed, and filter on average expression for FDR correction was enabled.

### RNA extraction and small-RNA-seq analysis of miRNA expression

Whole cell RNA was extracted from cells seeded at 100K/well in 6-well plates on Day 0 and grown for 3 days (50% confluency), 5 days (250% confluency), and 7 days (300–400% confluency) with Trizol. This whole cell RNA was submitted to the UTSW Genomics Sequencing Core for small-RNA-sequencing (also referred to as microRNA-sequencing). The miRNA libraries were prepared using Illumina TruSeq Small RNA library preparation kits (Catalog # RS-200-0012, RS-200–0024). Protocol from TruSeq® Small RNA Library Prep Reference Guide (Document # 15004197 v02, July 2016) was followed. The total RNA quality was checked with Bioanalyzer (Agilent, RNA 6000 Nano kit, 5067–1511). Small RNA library preparation started with 1ug high quality total RNA. First, the small RNAs were ligated with 3′ Adapter and then ligated with 5′ Adapter. Reverse transcription followed by amplification creates cDNA constructs based on the small RNA ligated with 3′ and 5′ adapters. Then libraries were cleaned with Agencourt AMPure beads (Beckman Coulter, Catalog # A63882). Then the concentration of the remaining clean RNA was measured by Picogreen (Fisher scientific, Quant-iT PicoGreen dsDNA Assay Kit, P7589). Equal amounts were pooled from each library. Then the library pool was further purified using Pippin Prep system (Sage Science INC) with 3% agarose gel cassettes (Sage Science INC, CDP3010). The final library pool quality was checked with Bioanalyzer (Agilent, High Sensitivity DNA Kit, 5067-4626) and qPCR (Kapa library quantification kit, 7960336001). Pooled libraries were sequenced on NextSeq v2.5 High Output flow cells as single end 50 cycle runs, the yield per library was between 6.9- 16.3 million pass filter reads, with a mean quality score of 34.6 and a % ≥Q30 of 95.8% bases. Cutadapt trimmed read lengths were between 25 and 40 bases, mapping reference was mature and hairpin miRNA sequences from GRCh37. The same library preparation methods were used for all samples to obtain both hairpin and mature reads. The data were generated by trimmed mean of M-values method (TMM) normalized counts (51,52) that aligned with miRNA precursors or mature miRNAs. The data was part of the package generated by edgeR.

### Exon-intron split analysis

Exon-Intron Split Analysis (EISA) was used to measure changes in mature and precursor mRNA reads and differentiate transcriptional from post-transcriptional regulation between different experiment groups (53). eisaR v1.2.0 package2 was employed to do the EISA between Day 3 (50%) versus Day 5 (250%) and Day 3 (50%) versus Day 7 (400%). Genes with FDR < 0.001 were defined as significantly post-transcriptionally regulated. Default parameters were employed.

### Pathway analysis

The functional enrichment analysis was performed using g:Profiler (version e109_eg56_p17_1d3191d) with g:SCS multiple testing correction method applying significance threshold of 0.05 (54).

### Gene network analysis

Gene coexpression networks analysis was conducted with BioNERO V1.2.03 (55). Missing values in gene expression data were replaced with 0. Non-expressed genes whose median value was below 5 were removed. Top 8000 most variable genes were kept. Confounding artifacts were adjusted with PC_correction function in BioNERO. Then the gene coexpression network was inferred according to the official pipeline of BioNERO.

### Scratch/wound healing/migration assay

This assay was performed as described (56). Briefly, HCT116 WT and NLS-AGO2 cells were seeded at 300 000 cells per well in 6-well plates to achieve 80–100% confluence 24 h later. A 1 ml pipette was used to create a scratch in each well. Wells were imaged in the same location and orientation at 4× and 10× magnification every 12 h for a duration of 96 h. Three biological replicates at all time points analyzed for each cell line, and data was analyzed in ImageJ (NIH) as described (57) to calculate migration rate.

### Immunfluorescence microscopy in HCT116 WT and DROSHA–/–

Wild-type HCT116 and *DROSHA–/–* cells were harvested from 6-well plates at desired confluency and diluted and prepared as a single cell suspension in cold PBS. The cells were spun down onto the slides using cytospin at low speed. Cells harvested at low and high cell density were both diluted and spun down on the microscope slide at the same final concentration/density regardless of the density reached at time of harvest while growing in cell culture. Cells were fixed with 4% paraformaldehyde for 15 min at RT and then washed three times with 1X PBS. Cells were permeabilized with 0.3% Triton X-100 in 1X PBS and incubated at RT for 30 min. Then the cells were washed three times with 1 X PBS. Then cells were blocked with 5% normal goat serum in 1X PBS for 60 min at RT. After blocking step, the cells were washed three times with 1X PBS. Primary antibodies of anti-human AGO2 (Fujifilm Wako, clone: 4G8) were diluted with 1% BSA in 1 X PBS, incubated at 4°C overnight, and then cells were washed three times with 1X PBS. Secondary antibodies of goat-anti-mouse IgG (H + L) Alexa Fluor 488 (ThermoFisher, A 11001) were diluted 1:1000 with 1% BSA in PBS and incubated at 4°C for 60 min. The cells were washed with 1X PBS three times and mounted with VECTASHIELD® HardSet™ Antifade Mounting Medium with DAPI (Vector Laboratories, H-1500–10). The slide images were taken with Spinning Disk Confocal Nikon CSU-W1-SoRA microscope with 100x /1.49 oil SR HP Apo-Tirf objective. Western analysis was used to confirm the presence of AGO2 and shifts in AGO2 levels under changing experimental conditions.

## Results

### AGO2 shifts localization to the nucleus in cells grown to high density

Cancer cells within a solid tumor must survive harsh environmental conditions such as hypoxic cores, overcrowding, and expansion to new environments for metastases (38). Growing cells to high density to form several overcrowded layers provides a simple cancer model system to examine the effect of changing environmental conditions on RISC factors. We chose to focus our study on HCT116 cells, which are a patient-derived colorectal cancer line that will form a tumor capable of metastasis when xenografted in mice. HCT116 cells are also diploid, making it relatively straightforward to obtain knockout and knock in cell lines (33). Counting cells grown within a defined surface area provides a quantitative measure of cell density, and this was used to establish an estimated baseline of how many cells were required to form a complete monolayer within the cell culture well, which we refer to as 100% confluent.

We grew HCT116 cells for seven days to reach a calculated confluence of 370% (approximately four stacked layers of cells) in two-dimensional cell culture (Figure 1A) and then fractionated the cells to determine the subcellular localization of AGO2, the most abundant AGO paralog in wild-type HCT116 cells (50). Confocal microscopy revealed a shift in the localization of AGO2 to the nucleus when cells were grown to 300–400% confluence (Figure 1BC). For microscopy, the cells grown to different densities are harvested and diluted prior to being spun down on microscopy slides at the same density prior to visualization. Western analysis confirmed the increased nuclear localization of AGO2 in cells grown to high density (Figure 1D).

**Figure 1.**
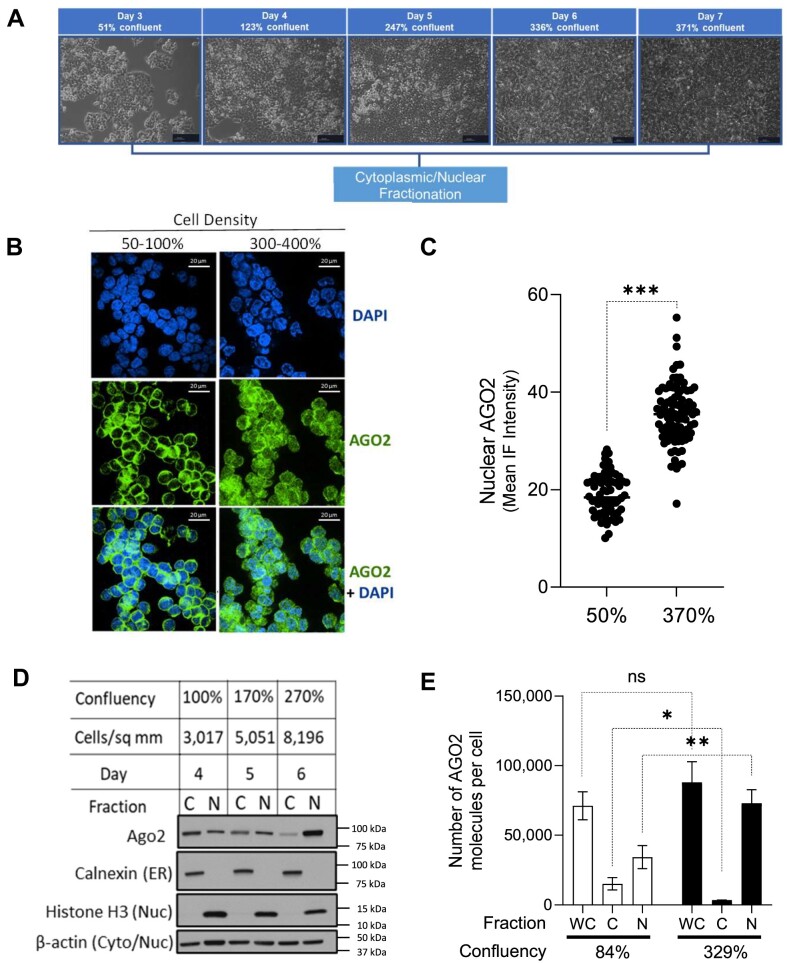
AGO2 shifts localization to the nucleus in cells grown to high density. (**A**) Microscopy images (0.25X magnification) taken immediately before harvesting each time point of increasing cell density stress. Average confluency calculated based on cell count and available surface area for growth. (**B**) Immunofluorescence of AGO2 (green) localization and DAPI staining of nuclei (blue) at low confluency (80–100%) and high confluency (300–400%). (**C**) Quantification of nuclear localization of AGO2 by mean immunofluorescence intensity. Unpaired t-test, two-tailed used to calculate *P*-value < 0.0001. (**D**) Western blot showing AGO2 localization and purity of cytoplasmic (**C**) and nuclear **(N)** fractions (N = 3). **(E)** Estimates of absolute copy per cell of AGO2 in whole cell (**WC**), cytoplasm (**C**), and nuclear (**N**) fractions determined by Western blot comparing densitometry of a serial dilution of recombinant AGO2 compared to signal from fractionated lysate. Unpaired t-test with Welch's correction to calculate significance of the change in cytoplasm *P*= 0.04 and nucleus *P*= 0.006.

Cell viability can influence the integrity of cell membranes and nuclear membranes, so to ensure the shift in AGO2 localization was not due to cell death or ruptured membranes, we used dual viability staining with annexin V and propidium iodide followed by flow cytometry analysis to measure the percentage of viable, early apoptotic, and late apoptotic/dead cells. At the highest cell density on Day 7, over 90% of the cells were viable, suggesting that higher cell density and changing localization of AGO2 were not associated with increased apoptosis (Supplementary Figure S1). We observed similar altered localization of AGO1 (Supplementary Figure S2A). AGO3 and AGO3, which represent less than 15% of the total AGO pool in HCT116 (48), are already predominantly nuclear at low cell density and show a 2-fold increase in the nuclear fraction at high cell density (Supplementary Figure S2B). The shift of AGO2 to cell nuclei at higher confluence was also observed in HEK293 and A549 cells where AGO2 is mostly cytoplasmic at normal confluence (Supplementary Figure S3). Increased nuclear localization was not observed in primary fibroblast GM02153 (apparently healthy individual), HeLa, or HepG2 cells.

To ensure the fractionation protocol was not introducing technical artifacts in the relative distribution, we then used absolute quantification to measure AGO2 protein in terms of numbers of proteins per cell as a function of increased cell density in whole cell, cytoplasm, and nuclei (Figure 1E). We used a serial dilution of recombinant AGO2 at known concentrations as a standard for titration (Supplementary Figure S4). This quantitative analysis confirmed the shift in cytoplasmic versus nuclear localization observed in our initial microscopy and western analysis (Figure 1B-D). Whereas the ratio of nuclear:cytoplasmic AGO2 was 2:1 when grown to 84% confluence, the ratio was 12:1 when grown to 329% confluence. The total amount of AGO2 (whole cell) inside cells at high and low confluence, was similar, **with ∼70 000 copies per cell at 84% confluence and ∼88 000 copies per cell at 329% confluence**. These data suggest that while higher cell density shifts AGO2 from cytoplasm to nucleus, overall expression levels are similar with an average increase of less than 2-fold.

### Depletion of miRNAs in *DROSHA–/–* restricts AGO2 localization to the cytoplasm

DROSHA protein is responsible for the biogenesis of most miRNAs and knocking out *DROSHA* expression depletes most mature miRNAs (48,58). To evaluate how the decrease in miRNA expression affects localization of AGO2 as a function of cell density, we grew *DROSHA* knockout HCT116 cells at increasing confluence. In contrast to the nuclear enrichment observed in wild-type HCT116, the majority of AGO2 signal remained in the cytoplasm regardless of the level of confluence (Figure 2A). The overall amount of AGO protein decreases in DROSHA–/– cells, consistent with prior reports that AGO2 is unstable when not loaded with small RNAs (59–62).

**Figure 2.**
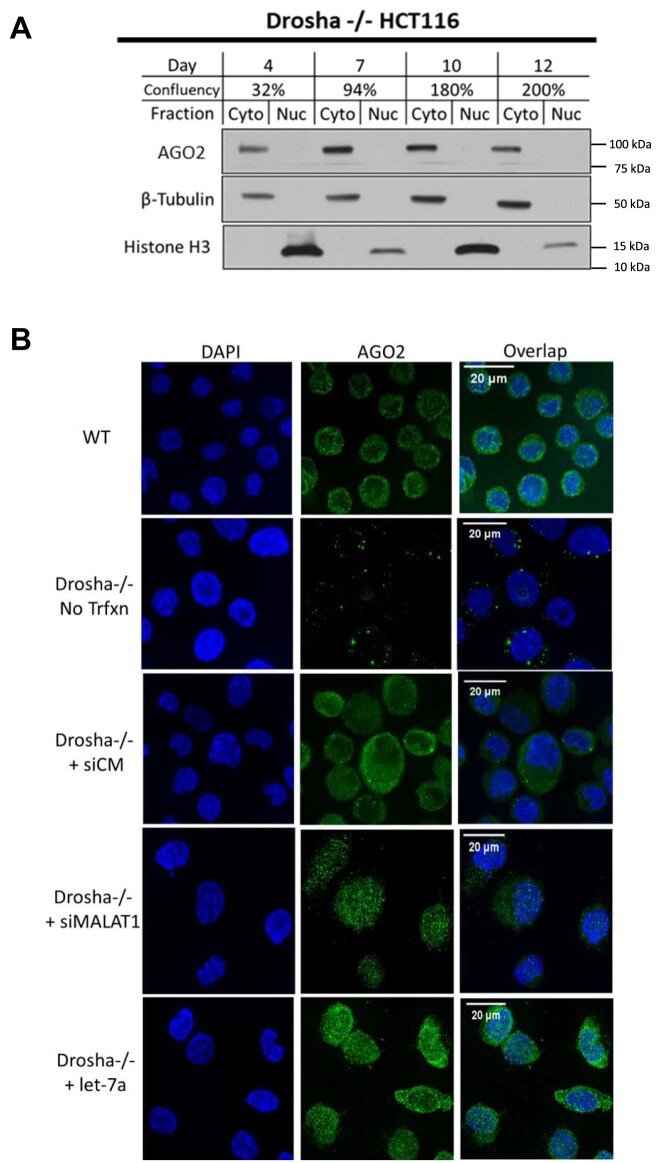
Depletion of miRNAs in DROSHA–/– restricts AGO2 localization to the cytoplasm. (**A**) Western blot showing AGO2 localization in isolated cytoplasm and nuclear fractions in Drosha–/– grown to high confluency (N = 3). (**B**) Immunofluorescence microscopy showing AGO2 localization in WT HCT116, DROSHA–/– cells, and DROSHA–/– cells transfected with microRNA mimics and control oligos.

The restricted localization of AGO2 to the cytoplasm when miRNAs are depleted could be explained by at least two mechanisms. The first is that the loading of AGO2 with specific miRNAs are necessary for nuclear localization (63). The second is that unloaded AGO2 protein is unstable and degraded faster than nuclear localization (62). To discriminate between these hypotheses, we transfected small duplex RNAs into cells to determine their effect on the localization of AGO2. siMal-6 is a duplex siRNA known to silence the nuclear noncoding RNA MALAT-1 in wild-type cells, while let-7a is designed as a miRNA mimic.

We transfected duplex RNAs and observed increased nuclear localization relative to a negative control (lipid only) transfection (Figure 2B). These results are supported by western analysis (Supplementary Figure S5). Our observation that nuclear localization of AGO2 can be rescued when small RNA guides are available is consistent with previous findings suggesting that loading of small RNA into AGO2 occurs in the cytoplasm (10,11) and that loading is necessary for nuclear localization. Transfection of a negative control duplex RNA, siCM, that does not target a sequence found within the human genome also rescued AGO2 expression and nuclear localization (Figure 2B, Supplementary Figure S5). Taken together, these findings suggest that AGO2 requires a small RNA for nuclear localization and is likely unstable when unloaded.

### Loss of *TNRC6A* expression promotes AGO2 localization to the nucleus

Trinucleotide repeat containing protein 6 (TNRC6) is a family of three miRISC scaffolding proteins, TNRC6A, TNRC6B, and TNRC6C, that can bind up to three AGO proteins (64–66). TNRC6 is an essential protein partner for canonical miRNA activity by bridging interactions with miRISC accessory proteins affecting decapping, deadenylation, and mRNA decay (67,68). TNRC6 and AGO2 proteins are known to interact in both cytoplasm and nuclei and their interaction can influence subcellular localization (6,13,45,47,66,69–71). Although plant AGO1 proteins contain both a nuclear localization signal (NLS) and a nuclear export signal (NES) (49), metazoan AGO proteins lack a known NLS and NES. However, the metazoan-specific GW182 paralog, TNRC6A, was shown to possess both a functional NLS and NES (69).

Because of the important partnership between AGO2 and TNRC6 in mammalian cells, we examined how depleting the expression of TNRC6 would affect localization of AGO2 as a function of cell density. While we were not able to obtain a *TNRC6ABC* triple knockout cell line, the *TNRC6AB* double knockout cell line is viable, allowing us to use it to evaluate the impact of depleting most TNRC6 protein on the localization of AGO2. We observed an enrichment of AGO2 in the nucleus in TNRC6AB knockout cells regardless of cell confluence (Figure 3A). This enrichment was also observed for AGO1, AGO3, and AGO4 (Supplementary Figure S6). These data suggest that, while TNRC6 and AGO can form complexes in cell nuclei or in cell cytoplasm (13,47,56,66,69), full expression of TNRC6 is important for retaining AGO protein in the cytoplasm.

**Figure 3.**
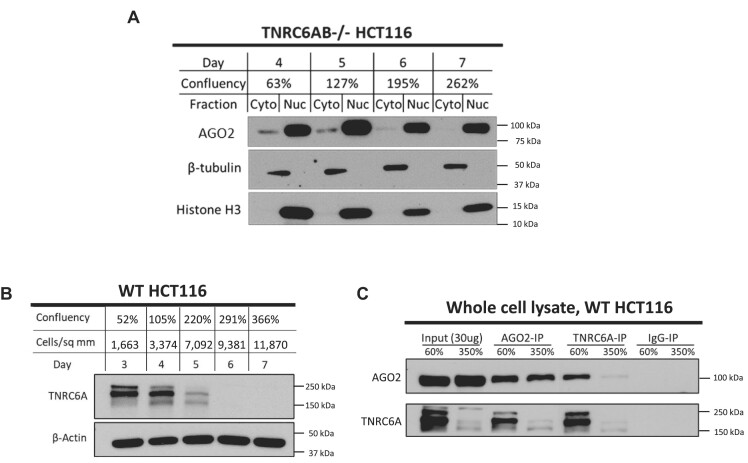
Loss of TNRC6A expression promotes AGO2 localization to the nucleus. (**A**) Western blot showing AGO2 localization in isolated cytoplasm and nuclear fractions in TNRC6AB–/– grown to high confluency (N = 3). (**B**) Western blot showing TNRC6A in whole cell lysate in WT HCT116 cells grown to high confluency (N = 3). (**C**) Co-immunoprecipitation of AGO2 and TNRC6A in WT HCT116 whole cell lysate at normal confluency (60%, Day 3) and high confluency without the presence of RNase (350%, Day 7) (N = 3). Rabbit IgG co-immunoprecipitation used as negative control.

After establishing that the depletion of TNRC6 could affect AGO2 localization, we evaluated the effect of high cell density on expression of TNRC6A. TNRC6A was the focus of these experiments because it was the only TNRC6 paralog with known NES and NLS and for which we possessed an anti-TNRC6 antibody that was adequate for western analysis or immunoprecipitations. Western analysis revealed that growing HCT116 cells to high density caused a > 90% decrease in TNRC6 protein expression (Figure 3BC).

To further test the impact of cell density on the AGO2:TNRC6 partnership, we used reciprocal co-immunoprecipitations in whole cell lysates with anti-AGO2 or anti-TNRC6A antibodies (Figure 3C). The input control samples reinforce the conclusion that TNRC6A protein expression decreases at high cell density. At normal cell densities, an anti-AGO2 antibody pulls down TNRC6A protein and an anti-TNRC6A antibody pulls down AGO2. At higher cell densities, however, an anti-AGO2 antibody pulls down less TNRC6 and the anti-TNRC6 antibody pulls down less AGO2. These experiments reveal decreased TNRC6A expression and a decreased potential for AGO2:TNRC6A interaction suggesting that high cell density perturbs formation of complexes that are responsible for canonical miRNA regulation. These findings support a hypothesis where TNRC6 proteins may serve as anchors retaining AGO in the cytoplasm, and the loss of TNRC6 expression by (1) CRISPR/Cas9-mediated knockout (Figure 3A) or (2) downregulation at high cell density (Figure 3BC) may contribute to nuclear localization of AGO.

Our data, however, are not conclusive and further investigation will be necessary to understand why the reduction of TNRC6 expression promotes nuclear localization of AGO2. We have not explored the importance of RNA in interactions between AGO2 and TNRC6 paralogs in this context, yet previous data from our lab suggests that AGO2:TNRC6 interactions in both cytoplasmic and nuclear lysates are conserved even in the presence of RNase (66).

### Global increase in miRNA expression at high cell density

We used small-RNAseq to evaluate the effect of high cell density on miRNA expression. 

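The small-RNAseq libraries came from whole cell RNA of HCT116 cells grown for 3 days (50% confluency), 5 days (250% confluency) and 7 days (400% confluency in the sample labels, 300 to 400% in the paper's methods), with 3 libraries per day and 9 in all. The authors trimmed the reads, mapped them to mature and hairpin miRNA sequences and, according to the methods, generated TMM-normalized counts. The deposited tables hold a normalized log2 value per library for 2167 mature miRNAs, together with the authors' fold changes and adjusted p-values for each comparison with day 3. Reads mapped to hairpins were not analysed here. The log2 values are not counts and include values below 0. The differences between days that they give are smaller than the fold changes in the authors' deposited table for the strongly changed miRNAs. On day 7 this also held for the median of the miRNAs counted below as well expressed, 0.31 against 0.44 on the log2 scale. The number of reads behind a value cannot be read from the log2 values. The depth of each library is therefore unknown here, although the methods state a yield, and no counting error is given. Each comparison with day 3 was tested with limma on the log2 values of the miRNAs whose back-transformed value was at least 10 in at least 3 of the 6 libraries. Totals and shares were computed from back-transformed values. A miRNA was counted as well expressed when it averaged at least 10 CPM, computed here from the normalized values and the miRNA total of each library. The level of one library against another in these values comes from the authors' normalization, so another scale was tried, in which each library was divided by its own miRNA total.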

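Summed over all mature miRNAs, the normalized values came to 1785004 ± 214312 (SD, n = 3 libraries) on day 3, 1788785 ± 87411 (SD, n = 3) on day 5 and 2515668 ± 76490.1 (SD, n = 3) on day 7. The day 7 libraries, at 2452607, 2600754 and 2493642, all lay above the day 3 libraries, at 1865553, 1947371 and 1542087. The day 7 mean was 1.41 times the day 3 mean, and the ratio was between 1.31 and 1.62 within the 3 pairs of libraries with the same replicate number. A two-sided exact permutation test within these pairs gave p = 0.25, the smallest p that 3 pairs allow, and the exact permutation test without pairs gave p = 0.1, the smallest that 3 libraries against 3 allow. On day 5 the mean was 1.00 times that of day 3, with pair ratios from 0.918 to 1.15 and a higher total in 1 of the 3 pairs, so no difference larger than the spread between libraries was seen; without replicate 3 the ratio was 0.943. The alternative that moved the day 7 ratio most multiplied each day 3 value by the fold change in the authors' deposited table, which gave a ratio of 1.61. Because the sums are in normalized units, the ratio carries the authors' scaling between libraries.

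**Figure D1:**
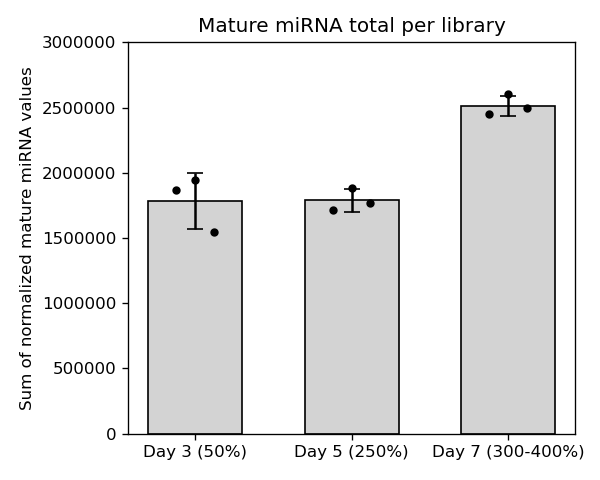
Sum of the normalized values of mature miRNAs per library, in normalized units, on day 3, day 5 and day 7, with the confluency on the x axis. Bars are means of 3 libraries, error bars are 1 SD and points are single libraries; the 3 day 7 libraries, from 2452607 to 2600754, lie above all day 3 and day 5 libraries.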

The overall number of miRNA reads increased by ∼1.5 fold (Figure 4A). 

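Of the 559 miRNAs tested for day 7 against day 3, 300 differed at an adjusted p-value under 0.05 (limma), 253 of them (84.3%) higher on day 7 and 47 lower. The split depended on the scale between libraries. With each library divided by its own miRNA total, which moved the median log2 fold change of all tested miRNAs from 0.30 to -0.20, 319 miRNAs passed, of which 93 (29.2%) were higher and 226 lower; 144 miRNAs passed on both scales, 140 of them in the same direction. With each library centred on the median of its well-expressed miRNAs, a scale chosen after seeing the data, 263 passed, 198 (75.3%) higher and 65 lower. That median is of the values in a library, not of the fold changes. A median log2 fold change of 0.13 therefore remained among all tested miRNAs. Among the 448 well-expressed miRNAs, the median log2 fold change on day 7 was 0.31, with quartiles of 0.05 and 0.65, and it lay between 0.24 and 0.48 within the 3 replicate pairs. 79.2% of the 448 were higher on day 7. Their fold change was between 1 and 1.5 for 50.4% and between 1.5 and 2 for 22.3%. The authors' deposited table gives the same 448 miRNAs a median log2 fold change of 0.44, with 21.4% between 1.5- and 2-fold. Divided by library totals, the median was -0.19 and 35.7% of the miRNAs were higher. On day 5, 80 of 539 tested miRNAs passed, 46 (57.5%) higher and 34 lower, against 121 (71.6%) higher and 48 lower among 169 after median centring. The centring raised the median log2 fold change of all tested day 5 miRNAs from 0.07 to 0.14, so the larger share came with a changed scale. The day 5 median over 467 well-expressed miRNAs was 0.07 and turned to -0.010 when day 3 replicate 3 was left out, and without single libraries the number of calls ranged from 37 (without day 5 replicate 1 or 3) to 122 (without day 3 replicate 3) and the share of higher calls from 39.0% to 56.2%. Among miRNAs that averaged at least 10 CPM and did not overlap between the days, the largest rises on day 7 were those of miR-210-5p, miR-210-3p and miR-935, the last with a log2 fold change of 1.67 (limma, adjusted p = 0.000172). The largest falls were those of miR-3195, which fell by 5.04, miR-6743-5p, which fell by 4.73, and miR-10396b-3p, which fell by 4.55 on the log2 scale. These 3 miRNAs were near the bottom of the range of values on day 7, so the size of their fall is uncertain.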

Consistent with the overall increase, when the expression of individual miRNAs was examined, most show a 1.5–2 fold increase (Figure 4B), and 80% of all miRNAs that show significant changes are up-regulated (Supplementary Figure S7A). The increase in miRNA expression agrees with previous reports that cell-cell contact or cell density activates miRNA expression (72–74).

**Figure 4.**
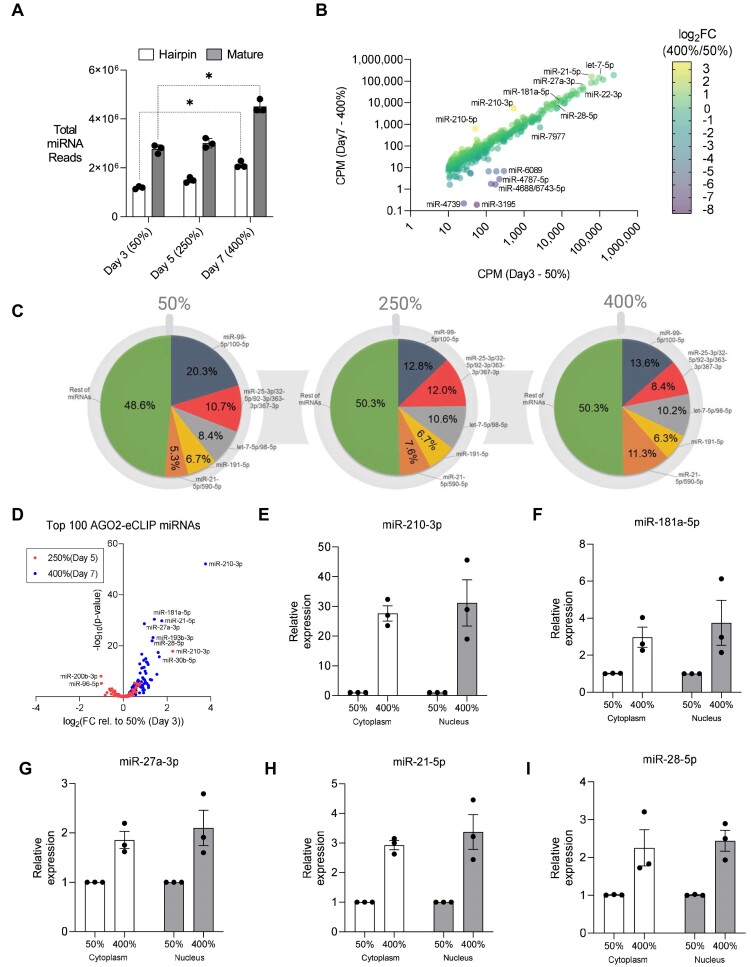
Global Increase in miRNA Expression at High Cell Density. (**A**) Global miRNA expression from small-RNA-seq (CPM). Paired t-test used to calculate significance with hairpin reads on day 7 relative to day 3 as *P*= 0.012 and mature reads on day 7 relative to day 3 as *P*= 0.019. (**B**) Total miRNA reads aligning to hairpin sequences and mature sequences. (**C**) miRNA expression from small-RNA-seq based on families sharing seed sequence at 50%, 250%, and 400% confluency. (**D**) Volcano plot showing significance and fold-change of the expression of the top 100 AGO2-eCLIP miRNAs at 250% confluency relative to 50% confluency (light blue) and at 400% confluency relative to 50% confluency (dark blue). (E-I) miRNA with greatest expression change in (**D**) measured by RT-qPCR in RNA isolated from cytoplasm and nuclear fractions at 50% and 400% confluency.

We observe that miRNAs belonging to five miRNA seed sequence ‘families’ account for ∼50% of all sequencing reads in HCT116 cells regardless of confluence (Figure 4C). These data suggest that high cell density does not produce large changes in the relative regulatory potential of well-expressed miRNAs. 

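The 5 families labelled in Figure 4C together made up 49.8% ± 0.244 (SD, n = 3 libraries) of the mature miRNA total on day 3, 48.6% ± 0.329 (SD, n = 3) on day 5 and 48.9% ± 0.254 (SD, n = 3) on day 7. A single factor per library cancels in a share within that library. The values are on a transformed scale, however, so these are not shares of reads and the transform may have changed them. The alternative that moved the combined share most was leaving out replicate 3 on day 5, which gave 48.4%. The single families moved in different directions. The miR-99-5p/miR-100-5p family fell from 18.7% ± 1.28 (SD, n = 3) on day 3 to 13.4% ± 0.679 on day 5 and 14.0% ± 0.483 on day 7. Most of it was miR-100-5p, whose hairpin lies on chromosome 11 of GRCh38 from 122152229 to 122152308 on the minus strand, in an intron of MIR100HG. The miR-21-5p/miR-590-5p family rose from 5.68% ± 0.0325 to 7.34% ± 0.357 and 10.1% ± 0.134. The let-7-5p/miR-98-5p family rose from 8.56% ± 0.0491 to 10.2% ± 0.284 and then stood at 9.95% ± 0.199. The family of miR-25-3p, miR-32-5p, miR-92-3p, miR-363-3p and miR-367-3p held 10.2% ± 1.09, 11.1% ± 0.0518 and 8.50% ± 0.213, and miR-191-5p held 6.64% ± 0.111, 6.65% ± 0.162 and 6.36% ± 0.208 on the same days. Between day 7 and day 3, the 3 libraries of one day did not overlap those of the other for the families other than miR-191-5p (two-sided exact permutation test, p = 0.1 each, the smallest p that 3 against 3 allow, and 0.125 after Benjamini-Hochberg adjustment over the 5 families). For miR-191-5p the exact p was 0.2. The combined share did not overlap between the days either (exact permutation p = 0.1).

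**Figure D2:**
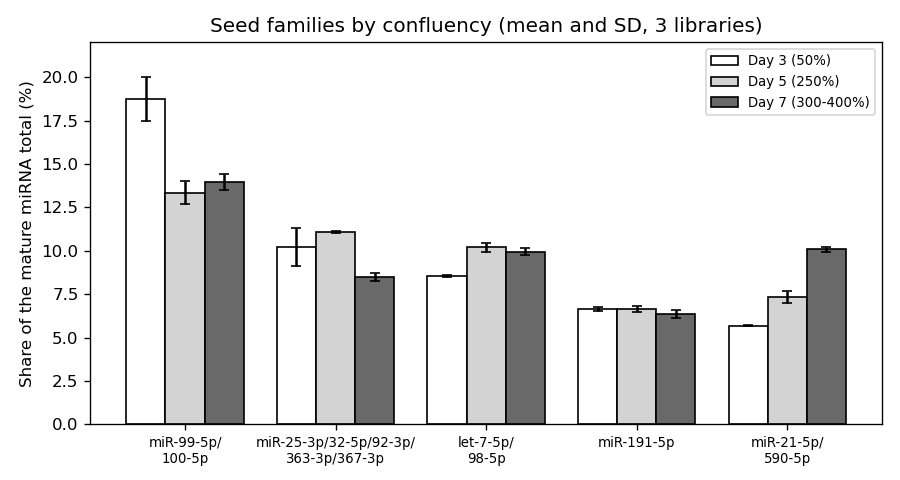
Share of the mature miRNA total, in percent, held by each of 5 seed families on day 3, day 5 and day 7. Bars are means of 3 libraries and error bars are 1 SD; the miR-99-5p/miR-100-5p family falls from 18.7% to 14.0% between day 3 and day 7 while the miR-21-5p/miR-590-5p family rises from 5.68% to 10.1%.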

Of the 100 miRNAs most closely associated with AGO2 from advanced immunoprecipitation experiments using the AGO2-eCLIP-seq method (33,48), we found that most showed increased expression (Figure 4D). 

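The list of AGO2-associated miRNAs from eCLIP was not used here; the miRNAs whose names Figure 4D shows were looked up in the small-RNAseq values. Apart from the 5 that were taken on to RT-qPCR, 2 of the named miRNAs rose on day 7. The log2 fold change was 1.27 for miR-30b-5p (standard error 0.15, adjusted p = 0.000388 from limma) and 1.00 for miR-193b-3p (standard error 0.11, adjusted p = 0.000328 from limma). For both, all 3 day 7 libraries were above all 3 day 3 libraries, and both still passed with each library divided by its miRNA total, with log2 fold changes of 0.77 and 0.49. On day 5, miR-193b-3p was already higher, with a log2 fold change of 0.43 (limma, adjusted p = 0.0316). That of miR-30b-5p was 0.45, which passed on library totals (limma, adjusted p = 0.0101) but not in the deposited values (limma, adjusted p = 0.0857). miR-200b-3p and miR-96-5p were lower on day 5, with log2 fold changes of -0.72 (limma, adjusted p = 0.0097) and -0.71 (limma, adjusted p = 0.0115). Without a filter on low values these 2 adjusted p-values rose to 0.0839 and 0.104, and without day 5 replicate 1 that of miR-96-5p was 0.0566. On day 7 neither differed from day 3 in the deposited values (log2 fold changes of -0.04 and -0.01, adjusted p = 0.834 and 0.966 from limma), and the sign depended on which library was left out, while on library totals both were lower, by log2 fold changes of -0.54 and -0.51.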

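In the small-RNAseq libraries, miR-210-3p (CUGUGCGUGUGACAGCGGCUGA) comes from a hairpin on chromosome 11 of GRCh38, from 568089 to 568198 on the minus strand, in an intron of the long noncoding RNA MIR210HG. Its log2 value was 9.82 ± 0.42 (SD, n = 3 libraries) on day 3, 11.57 ± 0.12 on day 5 and 12.77 ± 0.06 on day 7. The log2 fold change on day 7 was 2.95 (standard error 0.19, adjusted p = 2.16e-05 from limma). miR-21-5p (UAGCUUAUCAGACUGAUGUUGA) lies on chromosome 17 from 59841266 to 59841337 on the plus strand, in an exon of VMP1. It went from 16.62 ± 0.18 on day 3 to 17.95 ± 0.04 on day 7, a log2 fold change of 1.33 (standard error 0.12, adjusted p = 0.000121 from limma). miR-181a-5p (AACAUUCAACGCUGUCGGUGAGU) can come from either of 2 hairpins, on chromosome 1 from 198859044 to 198859153 and on chromosome 9 from 124692442 to 124692551, both in introns of host noncoding RNAs, and the values do not tell them apart. It went from 13.59 ± 0.11 to 14.65 ± 0.03, a log2 fold change of 1.05 (adjusted p = 0.000183 from limma). miR-28-5p (AAGGAGCUCACAGUCUAUUGAG), in an intron of LPP on chromosome 3 from 188688781 to 188688866, rose from 10.11 ± 0.23 to 11.10 ± 0.02, by 0.99 (adjusted p = 0.000611 from limma). miR-27a-3p (UUCACAGUGGCUAAGUUCCGC), in an exon of MIR23AHG on chromosome 19 from 13836440 to 13836517, rose from 14.21 ± 0.13 to 14.92 ± 0.06, by 0.71 (adjusted p = 0.00101 from limma). For each of the 5, all day 7 libraries were above all day 3 libraries. With each library divided by its miRNA total, the log2 fold changes were 2.45 for miR-210-3p, 0.83 for miR-21-5p, 0.55 for miR-181a-5p, 0.49 for miR-28-5p and 0.21 for miR-27a-3p, and each still passed (limma, adjusted p up to 0.0303). On day 5, miR-210-3p was the one of the 5 that passed in the deposited values, at 1.74 (adjusted p = 0.000711 from limma), and on library totals miR-21-5p and miR-28-5p passed as well (adjusted p = 0.00988 and 0.00956 from limma). The authors' deposited table also calls these 2 on day 5.

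**Figure D3:**
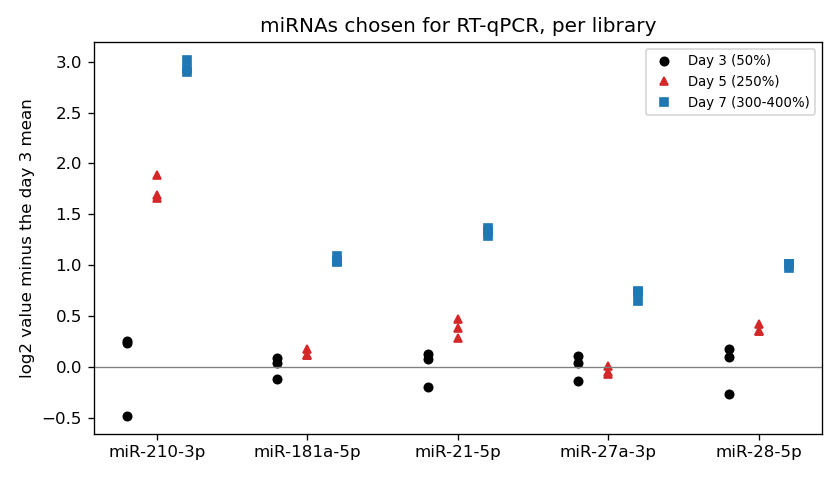
log2 value of each library minus the day 3 mean, for the 5 miRNAs that the paper measured by RT-qPCR. Each point is 1 library, with 3 per day; the day 7 points of miR-210-3p lie about 2.95 above the day 3 mean and those of miR-27a-3p about 0.71 above it.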

To validate this small-RNAseq data, we selected five abundant miRNAs associated with AGO2 from AGO2-eCLIP-seq, miR-210–3p, miR-181a-5p, miR-21–5p, miR-27a-3p, miR-28–5p, that had the greatest increase in expression at high cell density relative to low cell density for analysis by RT-qPCR (Figure 4D).

miRNA-210–3p, which has previously been reported to be up-regulated in hypoxic conditions (75–79), showed the largest increase (30-fold) in expression of any highly expressed miRNA (Figure 4D). 

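On day 7 the back-transformed value of miR-210-3p was 7.73 times that of day 3, and the authors' deposited table gives a fold change of 13.6 for it. Its rank depended on the abundance required. Among the 86 tested miRNAs that averaged at least 1000 CPM over all libraries, miR-210-3p had the largest log2 fold change, followed by miR-21-5p and miR-30b-5p. Among the 455 with at least 10 CPM it ranked 2 behind miR-210-5p, the other arm of the same hairpin, with a log2 fold change of 3.04 (standard error 0.09, adjusted p = 3.44e-07 from limma). On day 5 the log2 fold change of miR-210-5p was 2.58. miR-210-3p was at 515 ± 82.0 CPM (SD, n = 3) on day 3, 1697 ± 67.0 on day 5 and 2787 ± 28.8 on day 7. Leaving out day 3 replicate 3, the library with the lowest miRNA total of that day, gave a day 7 fold change of 6.54.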

All five miRNAs that were measured by RT-qPCR showed increases in relative expression that were consistent with those observed by small-RNAseq (Figure 4E-I).

Since AGO2 was enriched in the nucleus at high cell density, we hypothesized that specific miRNAs that show the greatest increase in expression at high cell density might also become enriched in the nucleus. For all miRNAs examined, the increase in expression was the same regardless of whether expression was measured in nuclei or cytoplasm (Figure 4E-I). These RT-qPCR data support the findings from our small-RNAseq analysis that changes in the expression of most, but not all, individual miRNAs at high cell density are modest. Interestingly, the 1.5–2-fold increase in global miRNA expression (Figure 4A) is similar to the increase in whole cell AGO2 expression (Figure 1E) (Supplementary Figures 4 and 7BC). The similar modest increases in AGO2 and miRNA expression suggests that some mature miRNAs may be stabilized by loading into AGO for miRISC complex formation, and this is supportive of previous work investigating global miRNA activation at high cell density (72).

miRNAs partner with AGO to recognize and regulate gene expression. Our data suggest that the global expression of miRNAs increases. However, with a few exceptions, most miRNAs do not show greater than 2-fold increase in expression.

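On day 7, 29 of the 448 well-expressed miRNAs (6.47%) were more than 2-fold higher than on day 3 and 14 were more than 2-fold lower. The authors' deposited table puts 82 of the 448 above 2-fold. On day 5, 2 of 467 well-expressed miRNAs were more than 2-fold higher (miR-210-5p and miR-210-3p), and 11 were more than 2-fold lower. Among the miRNAs that passed the limma test on day 7, 58 also changed by at least 2-fold, 42 up and 16 down. From the higher overall number of miRNA reads and the changes of the individual miRNAs, the paper proposes that the expression of miRNAs increases globally at high cell density while most single miRNAs, with a few exceptions, rise by no more than 2-fold.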

### Nuclear localization of AGO2 relieves repression of cytoplasmic 3′UTR targets

The shift of AGO2 protein to the nucleus in response to changes in cell density might affect canonical miRNA repression that relies on cytoplasmic AGO protein. To test this hypothesis, we examined the impact on target genes that were candidates for canonical regulation through binding of miRISC within their 3′-untranslated regions (3′-UTRs) (Figure 5A). To identify candidate targets of miRISC regulation, we used a multi-pronged transcriptomics approach that first incorporated enhanced crosslinking immunoprecipitation sequencing (eCLIP-seq) using an anti-AGO2 antibody to identify candidate target mRNAs that physically associate with AGO2 in the cytoplasmic fraction within the 3′UTR (33,80).

**Figure 5.**
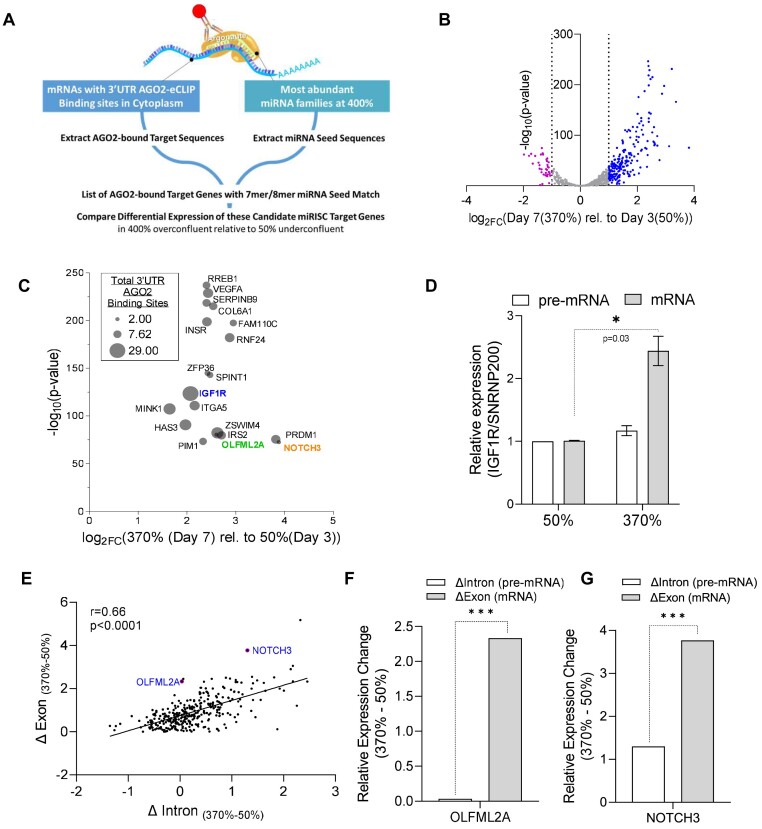
Nuclear localization of AGO2 relieves repression of cytoplasmic 3′UTR targets. (**A**) Candidate refinement using AGO2-eCLIP sequencing, small-RNA-sequencing, miRNA family seed alignment, and whole transcriptome RNA-sequencing. (**B**) Volcano plot of differential expression from RNA-seq of candidates with abundant miRNA family seed matches to 3′UTR AGO2-eCLIP binding sites in the cytoplasm. (**C**) Plot showing differential expression, significance, and number of cytoplasmic AGO2-eCLIP binding sites within 3′UTR of candidate genes targeted by miRISC. (**D**) Basal expression level of pre-mRNA and mRNA for IGF1R measured with RT-qPCR from RNA harvested on Day 3 (underconfluent, 50%) and Day 7 (overconfluent, 370%). Significance denoted with *, *P*-value equals 0.03. (**E**) Exon-Intron Split Analysis (EISA) of AGO2-eCLIP candidates with sites of 3′UTR occupancy and abundant miRNA family seed matches. **(F)** EISA analysis showing changes in expression of intronic reads (pre-mRNA) and exonic reads (mRNA) at high density (370%) relative to low density (50%) for (**F**) OLFML2A, *P*-value = 3.32 × 10^−11^, FDR = 1.47 × 10^−8^ and (**G**) NOTCH3, *P*-value = 2.75 × 10^−11^, FDR = 1.37 × 10^−8^.

The next criteria required that these regions of AGO2 occupancy from AGO2-eCLIP on candidate target mRNAs have strong, 7-mer or 8-mer, complementarity to seed sequences belonging to the top 20 most abundant miRNA families from small-RNAseq at high cell density (Figure 4CD, 5A, Supplementary Figure S8). Finally, we used whole transcriptome RNAseq (RNAseq) (Supplementary Figures 9 and 10) to examine the differential expression of these candidate miRISC targets at high cell density (400%) relative to low cell density (50%). In contrast to global expression changes, we found that the subset of candidate target genes that possess binding sites for miRISC showed increased expression at high cell density (Figure 5B, Supplementary Figure S10BC). This outcome is consistent with the hypothesis that relocation of AGO protein to the nucleus reduces canonical repression by miRNAs in the cytoplasm.

When examining the effects of changing cell density, gene expression might change because of confluency itself, the increase of AGO protein in the nucleus (not just AGO2, but also AGO1, AGO3, and AGO4) or a mixture of both effects. We examine this point by using eCLIP data to identify genes that have the most significant AGO2 binding sites *and* also have binding sites for well-expressed miRNAs within the AGO2 binding sites. As shown in Figure 5B, these genes that are strong candidates for miRNA-mediated regulation (since they are physically associated with AGO2 within their 3′-UTR’s and have predicted complementary to well expressed miRNAs) are up-regulated upon loss of cytoplasmic AGO2.

We hypothesized that miRISC target genes undergoing canonical miRNA regulation should have the greatest effect at the post-transcriptional level. Candidate miRISC target genes that possessed several AGO2-eCLIP binding sites aligning with strong miRNA seed complementarity and had a significant increase in expression at high versus low cell density were selected for further analysis (Figure 5C). One of the top candidate targets, *IGF1R*, possessed twenty-nine AGO2-eCLIP binding sites within its 3′UTR in the cytoplasm, more than any other gene. RT-qPCR revealed upregulation of mature *IGF1R* mRNA, but not pre-mRNA (Figure 5D), consistent with de-repression occurring at the post-transcriptional level and consistent with possible reversal of canonical miRNA-mediated repression.

To separate transcriptional effects from post-transcriptional effects for multiple potential miRISC targets across the transcriptome, we used Exon-Intron Split Analysis (EISA) (53) to investigate all the candidate targets with increased expression at high cell density (blue dots in Figure 5B). The EISA analysis uses whole transcriptome RNAseq data to separate the transcriptional and post-transcriptional components of gene regulation by comparing the amounts of exonic and intronic reads from expressed mRNA transcripts. Changes in intronic read counts or pre-mRNA reads predict changes in upstream transcriptional activity, and changes in downstream post-transcriptional regulation can be predicted from the presence of changes in exonic read counts or mature mRNA reads and the absence of changes in intronic read counts (53).

We hypothesized that if the shift of AGO2 to the nucleus at high cell density results in de-repression of these cytoplasmic targets, we would observe an increase in the mature mRNA levels indicating a post-transcriptional effect. These target genes would have the greatest increase in exonic reads (reads aligning to changes in mature mRNA along the y-axis) and have the least increase in intronic reads (reads aligning to changes in pre-mRNA along the x-axis). The candidate genes that fit these criteria were found plotted above the best fit line, indicating that these candidate miRISC target genes showed a greater increase in gene expression at the post-transcriptional level than at the transcriptional level (Figure 5E, Supplementary Figure S11). EISA cannot be used with genes that overlap, precluding measurement at the *IGF1R* locus and at some of the other candidate miRISC targets identified in Figure 5BC. EISA analysis revealed several candidate genes were upregulated primarily at the post-transcriptional level, with the greatest increase in exonic reads along the y-axis observed for *OLFML2A* (*P*-value = 3.32 × 10^−11^, FDR = 1.47 × 10^−8^) and *NOTCH3* (*P*-value = 2.75 × 10^−11^, FDR = 1.37 × 10^−8^) (Figure 5E-G). Several other upregulated candidate miRISC targets showed a greater increase in intronic reads along the x-axis suggesting upregulation arising from upstream transcriptional effects (Figure 5E, Supplementary Figure S11ABCD), and these genes may be worth investigating further in the future to separate potential direct and indirect effects of AGO2 nuclear localization on the regulation of transcription.

### miRISC target genes have longer half-lives in the cytoplasm when AGO2 is shifted to the nucleus

Inhibition of gene expression by miRNAs is caused by repressing translation or by reducing the stability of the target RNA, with the latter mechanism being dominant (81–83). Because reduced RNA stability is a hallmark of miRISC action, we evaluated the stability of candidate mRNA targets at different cell densities in cytoplasm and nuclear fractions (Figure 6A). We chose to examine *IGF1R* because it possessed the highest number of potential binding sites for miRISC complexes and showed an increase in expression for mature mRNA (Supplementary Figure S8 and Figure 5CD). *NOTCH3* and *OLFML2A* were examined because they had the greatest increase in mature mRNA expression revealed by EISA (Figure 5E-G).

**Figure 6.**
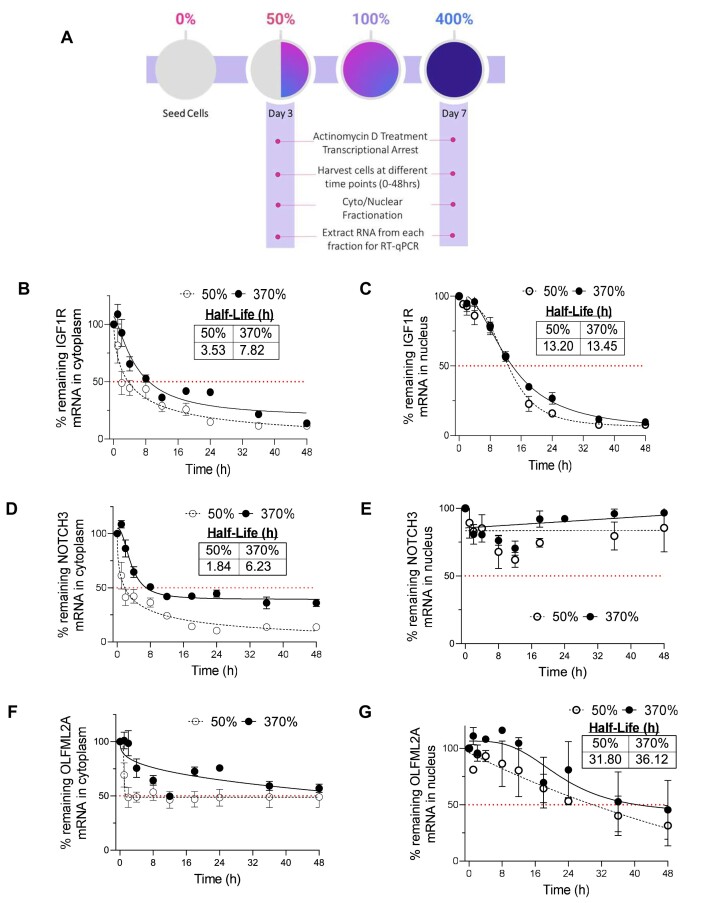
miRISC target genes have longer half-lives in the cytoplasm when AGO2 is shifted to the nucleus. (**A**) Scheme for measuring RNA stability at low confluency (50%) and at high confluency (400%) in RNA isolated from cytoplasm and nuclear fractions at each time point (0–48 hrs). (**B-E**) mRNA stability assays for upregulated miRISC targets in RNA isolated from cytoplasm (**B, D, F**) and in RNA isolated from nuclei (**C, E, G**).

To measure the effect of AGO2 localization on the stability of these target mRNAs, we added actinomycin D (actD) to arrest transcription in cells that were grown to 50% and 370% confluency, harvested the cells at several time points over 48 h after actD treatment, fractionated the cells at each time point, and extracted RNA from each fraction at each time point for analysis by RT-qPCR (Figure 6A). We validated that the actD treatment arrested pre-mRNA transcription at the same time for cells grown to 50% or 370% confluency (Supplementary Figure S12A–C). These RNA stability assays revealed that *IGF1R, NOTCH3* and *OLFML2A* mRNAs had longer half-lives in the cytoplasm at high cell density than at lower confluence (Figure 6BDF), consistent with loss of miRNA-mediated mRNA decay in the cytoplasm when cells are at high confluence and AGO2 is shifted to the nucleus. By contrast, there was no significant change in the stability of these mRNAs in the nucleus (Figure 6CEG). Some candidate miRISC targets that were evaluated did not show a change in mRNA stability or had too long or too short half-lives to be measured (Supplementary Figure S13).

Our data are not an absolute demonstration of miRNA regulation of *IGF1R*, *NOTCH3* and *OLFML2A* but they do offer experimental support of that hypothesis. Within the AGO2-bound regions from AGO2-eCLIP occupancy in the cytoplasm, two of the most upregulated miRNAs from Figure 4, miR-27a-3p and miR-181a-5p have strong seed complementarity with these candidate miRISC target genes. miR-27a has complementarity within both *IGF1R*’s and *NOTCH3*’s 3′UTR and miR-181a within*IGF1R*’s 3′UTR (Supplementary Figure S8).

### Constitutive nuclear localization of AGO2 (NLS-AGO2) phenocopies relieved miRNA repression

It is possible that growing cells to extreme, high-density conditions can trigger changes to gene expression that are independent of AGO2 localization and miRNA-mediated regulation. To determine if the upregulation or potential de-repression of the candidate miRISC targets is directly related to nuclear localization of AGO2, we obtained CRISPR/Cas9-engineered cells that express AGO2 protein with a nuclear localization sequence (NLS) added to the N-terminus. These were knock-in cells with NLS added to both alleles of the endogenous AGO2 gene (NLS-AGO2 HCT116) (Supplementary Figure S14), avoiding overexpression and disruption of endogenous stoichiometry while genetically forcing nuclear localization of AGO2. Mammalian AGO proteins lack a known, endogenous NLS sequence, so we used the SV40 large T-antigen NLS sequence that was previously reported to manipulate AGO2 localization (13,47) (Supplementary Figure S14).

AGO2 protein is localized to the nucleus in the NLS-AGO2 cell line (Figure 7AB). We examined mRNA expression of three candidate miRISC target genes, *IGF1R*, *NOTCH3*, and *OLFML2A* (Figures 5 and 6). All three candidate targets mRNAs showed increased expression in NLS-AGO2 engineered cells relative to wild-type cells (Figure 7C–E). This result is consistent with the conclusion that relocalization of AGO2 to the nucleus reduces the cytoplasmic pool of AGO protein and reduces miRNA-mediated repression of these candidate targets.

**Figure 7.**
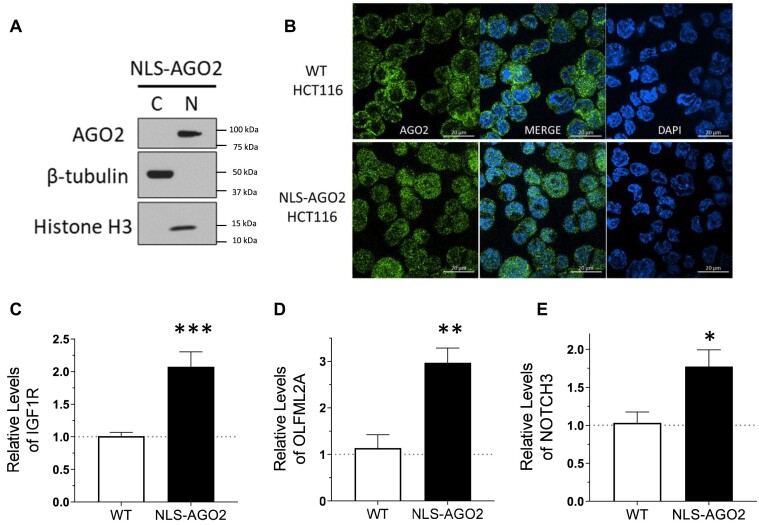
Constitutive nuclear localization of AGO2 (NLS-AGO2 knock-in) phenocopies overconfluent culture. (**A**) Western blot validation of AGO2 nuclear localization in CRISPR/Cas9-NLS-AGO2 knock-in HCT116 (NLS-AGO2). (**B**) Immunofluorescence validation of AGO2 nuclear localization in NLS-AGO2 compared to WT HCT116. (C–E) RT-qPCR results describing top candidate miRISC target expression changes in NLS-AGO2 cell line relative to WT (*N* = 3). Significance denoted by *’s with (**C**) IGF1R, *P*= 0.0004, (**D**) OLFML2A, *P*= 0.005, (**E**) NOTCH3, *P*= 0.03.

The purpose of the microscopy data is to show that NLS-AGO2 becomes more enriched in the nucleus than it was in wild-type cells under normal cell culture conditions. Some signal in the cytoplasm is expected since AGO proteins must be translated in the cytoplasm prior to NLS recognition and import into the nucleus. Taken together, our western data and microscopy images demonstrate that NLS-AGO2 increases localization to the nucleus, as would be expected from inclusion of an NLS.

### Constitutive cytoplasmic localization of AGO2 (NES-AGO2) is sufficient to rescue repression

In contrast to the upregulation or potential de-repression observed with nuclear localization of AGO2, we hypothesized that restoring AGO2 localization in the cytoplasm should be sufficient to repress the expression of the candidate miRISC targets. To test this hypothesis, we evaluated the effects of directing AGO2 to the cytoplasm in cells grown to normal confluence using *AGO1/2/3* knockout cells transfected with either a plasmid encoding wild-type AGO2 or AGO2 with a nuclear export sequence found in plant AGO1 (49) added to its N-terminus (NES-AGO2) (Figure 8A).

**Figure 8.**
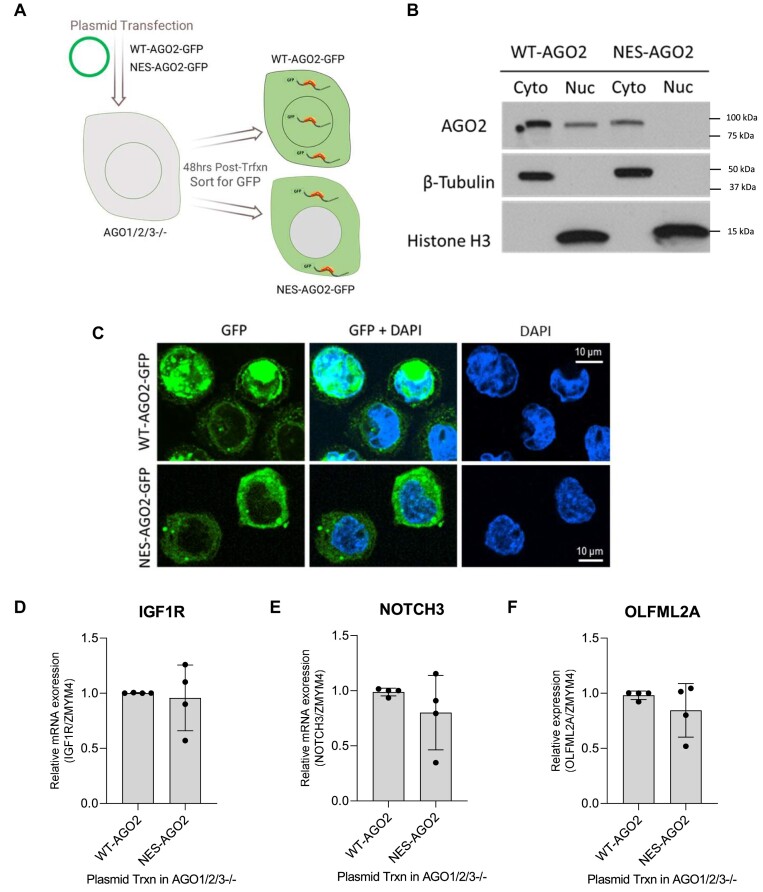
Constitutive cytoplasmic localization of AGO2 sufficient to rescue repression. (**A**) Scheme showing transfection of WT-AGO2-GFP and NES-AGO2-GFP in AGO1/2/3–/– cells. **(B, C)** Expression and localization of WT-AGO2-GFP and NES-AGO2 evaluated by western or microscopy. **(D–F)** Expression of WT-AGO2-GFP and NES-AGO2 restores repressed expression of *IGF1R*, *NOTCH3*, and *OLFML2A*.

To isolate the cells that successfully restored AGO2 expression, the plasmids also contained a GFP tag on the N-terminus of AGO2 allowing transfected cells to be sorted with flow cytometry and analyzed. Cells transfected with the NES-AGO2 plasmid were compared to cells transfected with plasmid expressing wild-type AGO2 (WT-AGO2), and both complementation experiments showed that AGO2 predominantly localized to the cytoplasm (Figure 8BC). In contrast to the NLS-AGO2 cells, where expression of *IGF1R*, *NOTCH3* and *OLFML2A* were increased, mRNA expression of these candidate miRISC targets were similar in the cells expressing WT-AGO2 or NES-AGO2 (Figure 8D–F).

In AGO1/2/3 knockout cells, RNAseq data indicates that expression of *OLFML2A*, *NOTCH3*, and *IGF1R* is increased relative to WT, as would be predicted by the removal of AGO protein eliminating miRNA-mediated regulation of those genes (33). These data, from cells that express WT-AGO2, NLS-AGO2 and NES-AGO2, support the hypothesis that the ability for AGO2 to repress the candidate miRISC targets is dependent on the amount of AGO2 protein present in the cytoplasm.

In Figures 7 and 8, we have used separate cellular systems to manipulate AGO2 subcellular localization, and it is important to acknowledge the limitations of this comparison. The NLS-AGO2 shown in Figure 7 does not have a GFP tag and was generated by constitutive CRISPR/Cas9 knock in, and differential expression was calculated relative to the parental WT HCT116 cells. The WT-AGO2-GFP and NES-AGO2-GFP shown in Figure 8 were generated by transient plasmid transfection in AGO1/2/3–/– HCT116 cells that were sorted with FACS, and differential expression was calculated based on expression in NES-AGO2-GFP expressing cells relative to WT-AGO2-GFP expressing cells.

### Shift of AGO2 to the nucleus is associated with dynamic changes in pathways and gene networks related to cell adhesion, signaling, and migration

miRNAs can directly affect a specific phenotype, and many different miRNAs can also work together to collectively target a larger network of different genes within common pathways through weak but pervasive interactions (84,85). We used our RNAseq data for pathway analysis to evaluate how cellular processes change when AGO localizes to cell nuclei. This analysis revealed that candidate miRISC targets (Figure 5A, B) that possess AGO2 binding sites as determined by our eCLIP data were enriched in pathways involved in cell signaling, communication, and migration (Figure 9A). Almost all these pathways are associated with changes in *IGF1R* expression, and some are also associated with changes in *NOTCH3* and *OLFML2A* levels.

**Figure 9.**
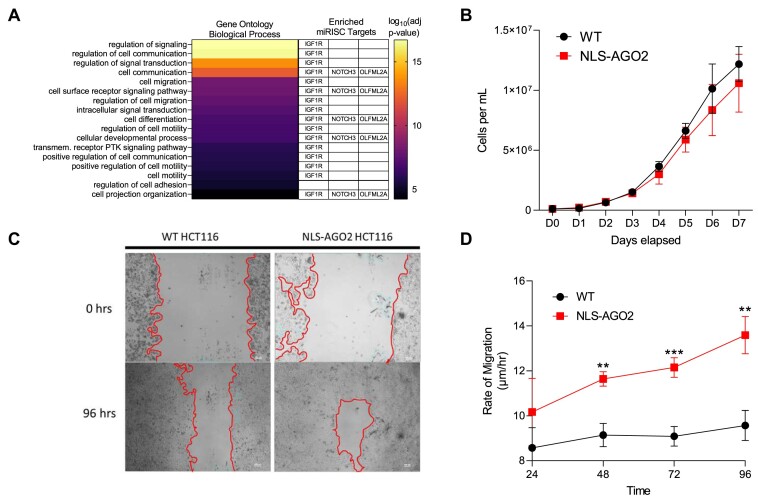
Shift of AGO2 to the nucleus is associated with dynamic changes in pathways and gene networks related to cell adhesion, signaling, and migration. (**A**) Pathway analysis of all upregulated cytoplasmic gene candidates with 3′UTR AGO2-eCLIP binding sites. Pathways related to IGF1R, NOTCH3 and OLFM2LA are shown in table. (**B**) Proliferation assay to measure cell growth rates of WT HCT116 compared to NLS-AGO2 HCT116. No significant difference. (**C**) Microscopy images from Scratch/Migration Assay showing movement of WT and NLS-AGO2 HCT116 cells grown for 96 h. (**D**) Migration rate of WT and NLS-AGO2 HCT116 (*N* = 3). Unpaired *t*-test was used to calculate significance. No significance at 24 h, 48 h: *P*= 0.002, 72 h: *P*= 0.001, 96 h: *P*= 0.002.

To identify which networks of genes are affected by the loss of miRNA regulation in the cytoplasm, we performed gene network analysis. Gene network analysis also revealed that the differential expression of several candidate miRISC targets were positively correlated with one module of related pathways (Module: darkseagreen4, Pearson correlation 0.83, *P*< 0.01, Supplementary Figure S15A) This module was enriched with genes related to cell adhesion, cell-cell junction assembly, intracellular signal transduction, and positive regulation of migration (*P*< 0.0001, Supplementary Figure S15B).

To begin investigating the potential impact of nuclear enrichment of AGO2 on cell migration, we used a scratch assay to compare wild-type and NLS-AGO2 HCT116 cells. The scratch assay is a simple cell culture procedure in which a thin wound or scratch is made on the surface of a dish followed by monitoring regrowth of cells over time. Wild-type and NLS-AGO2 cells grow at similar rates under normal cell culture conditions (Figure 9B). After the scratch is introduced (Figure 9C), however, the NLS-AGO2 cells showed increased migration relative to wild-type HCT116 cells (Figure 9CD). This result is consistent with the pathway analysis and gene network analysis that suggested redirecting the AGO2 component of the cellular pool of AGO protein to the nucleus can affect the expression of genes involved in cell migration.

We acknowledge that these data are correlative. While our data are consistent with a model that changes in AGO2 localization may cause changes in gene expression to affect cell migration, they are not definitive and only provide a starting point for more conclusive studies.

### AGO2 is enriched in the nucleus in 3-D tumor spheroid culture and tumor tissue

Growing cells to high density was a simple model system to mimic conditions found within a solid tumor. However, we were interested in more clinically relevant models to bridge the gap toward *in vivo* validation. Three-dimensional culture of tumor-derived cells is a better system to represent extracellular matrix organization, cell to cell interactions, and ability to form adhesion structures (86). We grew HCT116 cells in a collagen matrix to form tumor spheroids (Figure 10A) to test whether the nuclear localization of AGO2 would be affected in culture conditions that better represent characteristics of human tumors. We fractionated nuclei and cytoplasm and observed almost complete localization of AGO2 to cell nuclei (Figure 10B). RNA levels of potential target genes *IGF1R*, *NOTCH3* and *OLFML2A* were increased in 3D tumor spheroid culture (Figure 10C–E) compared to cells grown in 2-D culture to normal, ∼70% confluence. The increase or potential de-repression of the target mRNAs in 3D tumor spheroids phenocopied the increase observed for cells grown to high density (Figure 5C) and NLS-AGO2 cells that had been engineered to have AGO2 localized to cell nuclei rather than cytoplasm (Figure 7A).

**Figure 10.**
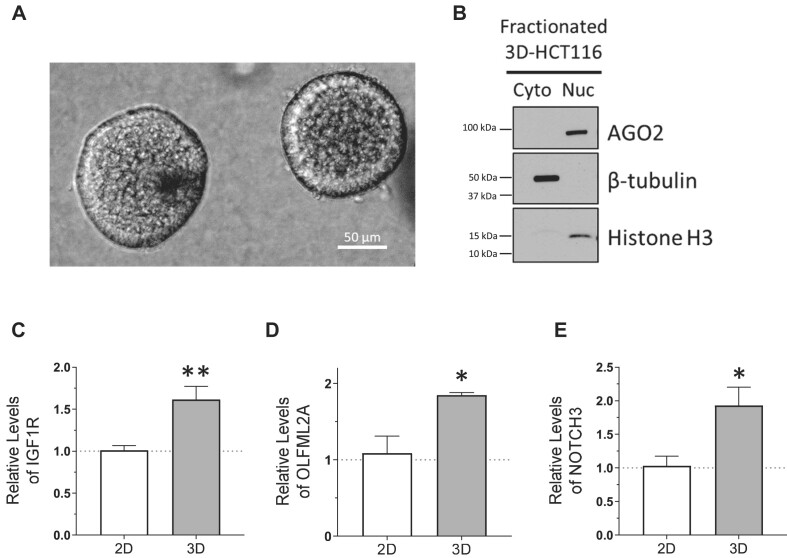
AGO2 is enriched in the nucleus in 3D-cultured tumor spheroids. (**A**) Microscopy images of 3D-cultured HCT116 tumor spheroids. (**B**) Western blot showing AGO2 localization in 3D-HCT116 (*N* = 3). (C–E) Relative mRNA expression of candidate miRISC targets in 3D cultured HCT116 relative to parental 2D-cultured HCT116 cell line used to seed 3D culture. Significance denoted with *’s: (**C**) IGF1R, *P*= 0.0016, (**D**) OLFML2A, *P*= 0.036, (**E**) NOTCH3, *P*= 0.025.

The observed nuclear localization of AGO2 in 3D tumor spheroid culture, in combination with our observation of changes in the expression of miRISC target genes associated with cell migration, encouraged us to next examine AGO2 localization in human colon tumor tissue. Localization in colon cancer tumor tissue was compared to that in adjacent normal tissue from the same patient. Tissue was obtained from twenty-eight patients representing multiple grades of colon cancer (Figure 11A, Supplementary Figure 16). Methods were refined to separate the small amounts of human tissue available into cytoplasmic, nuclear, and chromatin fractions. We performed western analysis to evaluate AGO2 localization.

**Figure 11.**
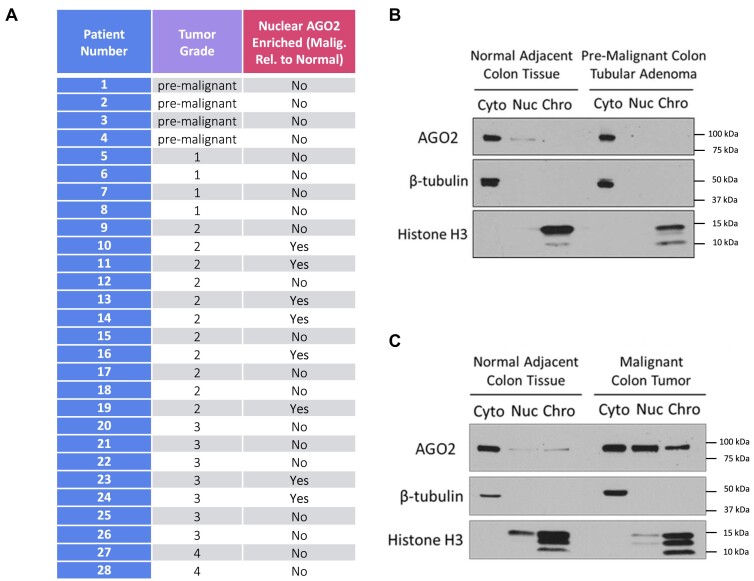
AGO2 localization in primary malignant, pre-malignant, and normal adjacent colon patient tissue. (**A**) Table describing 28 patients used to examine nuclear localization of AGO2. (**B**) Western blot showing AGO2 localization in cytoplasm (cyto), soluble nuclear (nuc), and chromatin (chro) fractions in normal colon tissue (left) and in pre-malignant colon adenoma tissue (right) from patient #2. (**C**) Western blot showing AGO2 localization in normal colon tissue (left) and in malignant colon adenocarcinoma tissue (right) from patient #10.

The tumor samples yielded different outcomes for the nuclear localization of AGO2. Of the twenty-eight samples, twenty-four had detectable nuclear AGO2 (Supplementary Figure S16). As part of our analysis, all samples were re-evaluated by hematoxylin and eosin staining (H&E staining) to ensure correct classification with regards to cancer grade and pathology. Eight samples showed enrichment of nuclear AGO2 in tumor tissue versus samples taken from normal adjacent colon tissue (Figure 11A). For example, based on pathology review of H&E-stained tissue sections (Supplementary Figure S17), sample 2 was determined to be from a pre-malignant, colon tubular adenoma that showed no nuclear AGO2 in nuclei nor was nuclear AGO detected in the matching normal adjacent tissue (Figure 11B). By contrast, sample 10 from a malignant, colon adenocarcinoma tumor tissue showed a distinct enrichment of nuclear AGO2 relative to normal colon tissue (Figure 11C). While the sample size is too small to draw definitive conclusions, all eight patient samples that were judged pre-malignant or grade one did not show nuclear enrichment, while 8/20 (40%) of samples from patients with grades 2–4 tumors had nuclear-enriched AGO. These results suggest that nuclear localization of AGO2 can be enriched in some colon tumor samples, but that enrichment is not universal.

## Discussion

### RNAi: cytoplasmic and nuclear

RNAi is a powerful natural regulatory mechanism for controlling post-transcriptional gene expression in the cytoplasm of various organisms (1,2). This cytoplasmic control of gene expression by duplex RNA has been used as an experimental tool (87) and a source of therapies (88). By contrast, potential nuclear functions of RNAi and even the presence of RISC factors in cell nuclei have been less obvious (89–92).

Improved purification protocols that exclude endoplasmic reticulum from nuclear lysate, however, demonstrated that AGO protein and miRNAs were present in cell nuclei (10,11,13,16,34,42,44,47,63,78,93). miRNAs were demonstrated to load in cell cytoplasm prior to transport into the nucleus. AGO can form a complex with TNRC6 in both the cytoplasm and the nucleus (13,11,28,66). TNRC6, a multidomain scaffolding protein, can then form complexes with proteins involved in mRNA decay, transcription, splicing, and other nuclear processes (13,66). Synthetic RNAs have the potential to control gene transcription or splicing (32,94). While these data demonstrate that synthetic RNAs can control nuclear gene expression and that RISC factors exist in cell nuclei, the potential for RNAi to exploit these mechanisms to regulate endogenous gene expression in cell nuclei has remained unclear.

Why has progress using nuclear regulation by RNAi as a tool or understanding its potential as a natural regulatory mechanism been slower than cytoplasmic RNAi? For cytoplasmic RNAi, recognition of a sequence within mRNA by a fully complementary duplex can be expected to achieve robust gene silencing with a high probability of success. By contrast, because the mechanisms of nuclear RNAi are less well understood it is more difficult to select genes, and target sequences within those genes, where regulation can be achieved. Our results suggest that the window for exploiting regulation may narrow further if only certain environmental conditions are able to set the stage for nuclear control by miRNAs and RNAi factors.

### Changing miRISC complexes may affect gene expression

Regulating the composition and concentration of active miRISC complexes offers a mechanism that can globally modulate gene expression. The TNRC6 scaffolding proteins are essential to miRNA function because TNRC6, rather than Argonaute proteins or miRNAs, directly recruit the factors necessary for assembly of a large miRISC complex that carries out canonical mRNA decay (95). We have observed that TNRC6A protein expression is reduced after 5 days of growth with cell density near 200% or greater (Figure 3BC), and the interaction between AGO2 and TNRC6A is also lost (Figure 3C). AGO2 localization is similar in the cytoplasm and the nucleus after 5 days of growth with cell density close to 200% (Figure 1D), yet we observe significant change in AGO2 localization to the nucleus only after 6–7 days of growth with cell density closer to 300–400% (Figure 1BCDE). These results suggest that loss of TNRC6A expression may contribute to the shift of AGO2 localization to the nucleus (Figure 1D, Figure 3B).

We also observed that the constitutive deletion of TNRC6A and TNRC6B resulted in almost exclusive nuclear localization of AGO2 (Figure 3A), and this suggests that TNRC6 proteins may function to anchor AGO in the cytoplasm. This supports previous studies that suggest TNRC6 expression is critical for determining the localization of AGO2 (45,47,69), composition of active high molecular weight RISC complexes and inactive low molecular weight RISC complexes (6,96–98), and miRNA activity (6,96–98). One alternative hypothesis for these observations is that the protein factor responsible for shuttling AGO2 to the nucleus possesses tryptophan motifs capable of competing for the same binding pockets on AGO2 as TNRC6 proteins. When TNRC6 is not present, either by genetic knockout or endogenous downregulation, AGO2’s hydrophobic tryptophan binding pockets may become more accessible for import into the nucleus.

### Implications of nuclear localization of AGO2 for cell growth, migration, and cancer

Compromised miRNA activity may provide specific advantages for cancer cells. miRNAs are globally depleted in tumors relative to their normal tissue counterparts (99). 3′UTR’s are frequently shortened in tumors via alternative polyadenylation site choice (100,101). The downregulation of essential miRISC scaffolding protein, TNRC6, and the trafficking of AGO2 into the nucleus may be additional mechanisms for regulating miRNA activity.

If RNAi is a surveillance system to silence aberrant transcripts, what would happen if cells shuttle at least half of the Argonaute pool to the nucleus? Perhaps the remaining cytoplasmic Argonaute pool may be sufficient to sustain some miRISC regulation but insufficient to mediate the degradation of all aberrant transcripts, allowing for some oncogenic mRNAs to be translated and even upregulated.

Ebert and Sharp have noted the potential importance of miRNAs in buffering gene expression and increasing the robustness of normal physiologic processes (38). While individual miRNAs may have only modest effects on individual genes, the aggregate effect of all miRNAs on all genes might have a more significant impact. They pointed out that widespread de-repression of miRNA function could lead to unbuffering of gene expression (38). They note that widespread ‘unbuffering’ of miRNA control might increase the heterogeneity of gene expression within a population of tumor cells. Increased heterogeneity might enhance the potential for tumor growth, chemoresistance and metastasis.

Our data suggest that the sequestration of AGO2 to the nucleus is another mechanism for regulating gene expression. Decreased levels of AGO2 in the cytoplasm would tend to decrease levels of canonical miRNA-mediated repression of mRNA targets. Consistent with that hypothesis, we observe that, when AGO2 localizes to nuclei of over-confluent cells, genes that are likely candidates for regulation by miRNAs in the cytoplasm show increased expression (Figure 6B).

We observed that growing cells at high cell density causes upregulation of miRISC target genes enriched in pathways affecting cell signaling, transduction, and migration (Figure 9A). Such widespread changes are consistent with the hypothesis that shifting AGO protein to the nucleus ‘unbuffers’ cytoplasmic gene expression and that these global changes affect significant biological processes. Such changes are related to cell signaling, cell-cell junction organization, and cell migration, and our scratch assay data showed that increasing the amount of AGO2 in cell nuclei had no effect on proliferation (Figure 9B) yet increased the rate of migration (Figure 9CD).

To further pursue the potential link to tumor formation and cancer cell migration, we used wild-type HCT116 cells to grow 3-D tumor spheroid cultures (Figure 10A). Tumor spheroid cultures are useful cancer models because they mimic some of the properties of solid tumors and provide a more accurate depiction of cancer biology than growth of cells in 2-D (86). We observed that AGO2 is almost entirely localized to the nucleus of HCT116 cells 3-D cultured as spheroids in a collagen matrix (Figure 10B). We tested the expression of top candidate miRISC target genes *IGF1R*, *OLFML2A*, and *NOTCH3* and observed similar increases (Figure 10C–E) in expression of these candidate target genes that are involved in migration pathways as had been observed in cells grown to high confluence (Figure 4) or cells expressing NLS-AGO2 (Figure 7).

The data from overconfluent 2-D cell culture and 3-D tumor spheroids encouraged us to obtain human tissue samples from colon cancer patients (Figure 11A). Most patients had observable AGO2 in cell nuclei and eight patient samples had an increase of nuclear relative to cytoplasmic AGO2 in malignant versus normal adjacent tissue (Figure 11BC). Our sample size is too small to draw definitive conclusions, but a shift in AGO2 towards nuclear localization was associated with Grade 2 or Grade 3 tumors.

We did not observe a simple or universal correlation between nuclear AGO2, cancer diagnosis, or cancer grade, even within the grade 2 and grade 3 samples. This may be due to the diverse natural histories of each sample. The variation in soluble nuclear and chromatin localization between patient samples may be related to differing genetic backgrounds, cancer grade, or prior treatments. The finding that AGO2 can shift into the nucleus of tumor cells in a subset of patients suggests that the regulation of miRNA activity by changing the localization of core RISC machinery may contribute to cellular processes within some tumors and should be considered in studies aimed at examining the impact of miRNA action in human cancers. Based on our data, loss of miRISC scaffolding protein, TNRC6, expression prevents formation of functional miRISC complexes and can contribute to the nuclear localization of AGO2. It is certainly also possible that not all samples of human tumor will have nuclear AGO2 because some tumors or other tissues might escape miRNA regulation by downregulating TNRC6.

### Study limitations

While we have evaluated effects of high cell density and nuclear localization of AGO2 on the control of genes likely to be regulated by miRNAs in the cytoplasm, we have not defined the potential of increased nuclear AGO to make a direct contribution to the control of transcription and splicing. We have examined only one cell line and its derivatives in depth, HCT116, although we do observe nuclear localization at high confluence in other cell lines (Supplementary Figure 3). It will be important to examine other types of cell stress and physiological conditions, extending the earlier studies of Scaziel and colleagues (41). The prevalence of AGO varies in different tissues (16,98) and the potential for nuclear RNAi in a cell or tissue type will need to be evaluated on a case-by-case basis. Finally, the small amount material available from individual human tumor samples limited the studies that could be performed for these initial investigations. We have not evaluated cellular AGO localization at the single cell level within the human tissues and it is possible that important effects may occur in specific sub-populations of cells.

## Conclusion

In this report, we use several model systems to show dynamic changes in relative localization of AGO2 between the cytoplasm and the nucleus. These include growing colorectal cancer cells to high confluence, depletion of miRNAs in the context of DROSHA knockout cells, rescue of miRNAs in the context of DROSHA knockout cells, depletion of TNRC6, expression of NLS-AGO2, expression of NES-AGO2, colorectal cancer cells grown in 3-D culture to form tumor spheroids, and human colon tumor tissue (Figure 12). We find that there is not a static ratio of AGO2 between cell nuclei and cytoplasm. Multiple conditions allow AGO to ‘toggle’ back and forth between nuclei and cytoplasm.

**Figure 12.**
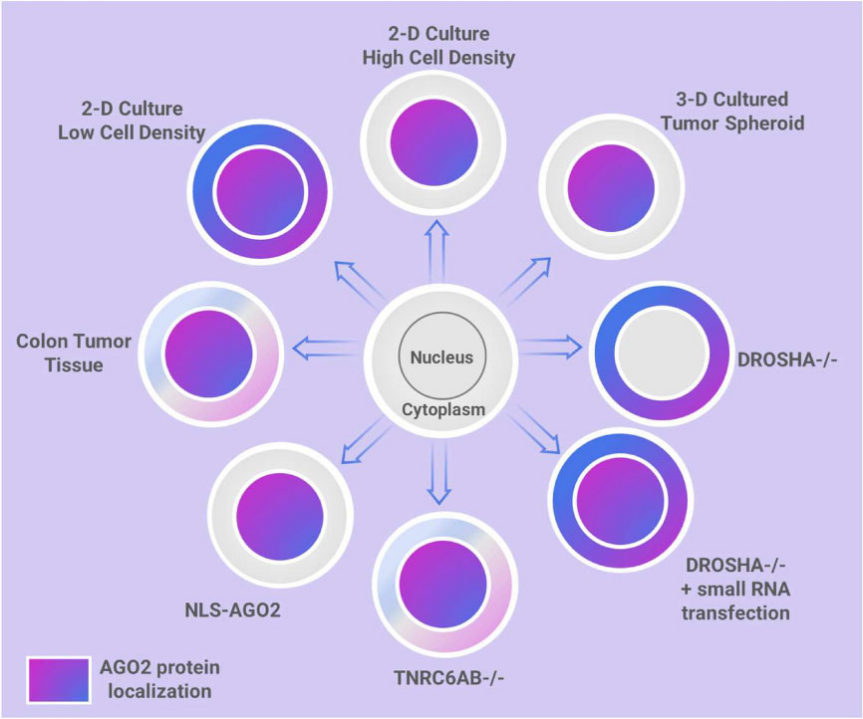
AGO2 subcellular localization depends on environmental conditions, availability of miRNAs, and expression of miRISC cofactor, TNRC6. Summary scheme showing that multiple variables can affect nuclear localization of AGO, including growth to high density in 2D cell culture, knockout of DROSHA, knockout of DROSHA combined with introduction of exogenous small RNA, knockout of TNRC6, attachment of an NLS sequence to AGO, HCT116 3D cultured to form tumor spheroids, and in human colon tumor tissue.

Our data are consistent with the conclusion that localizing AGO to cell nuclei de-represses genes that are likely to be controlled by canonical cytoplasmic RNAi. Our data are also consistent with a link between nuclear localization of AGO2 and cellular signaling related to positive regulation of cell migration. AGO2 nuclear localization is observed in tumor tissue from some patients, and the impact of shifting the localization of RNAi factors and reducing miRNA repression on cancer progression merits further exploration.

## Supplementary Material

gkad1155_Supplemental_File

## Data Availability

The small-RNA and whole transcriptome RNA-sequencing data has been deposited in NCBI’s Gene Expression Omnibus (102) and is accessible through GEO Series accession number GSE236946. AGO2-eCLIP sequencing data was previously published (33).

How the deposited data were processed for this re-analysis (not part of the article)

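HCT116 cells were sampled on day 3, day 5 and day 7 after seeding, at 50%, 250% and 300 to 400% confluency. The data analysed were 9 small-RNAseq libraries, 3 per day, and 6 whole transcriptome RNAseq libraries, 3 on day 3 and 3 on day 5. Day and replicate were taken from the sample labels and the paper. All columns of values per library were used. Whole transcriptome values of day 7, hairpin reads and eCLIP data were not used here.

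The authors made the small RNA values by trimming the reads, mapping them to mature and hairpin miRNA sequences and normalizing; the methods name TMM and edgeR. The deposited tables hold log2 values of 2167 mature miRNAs, which are on a transformed scale that the paper's text does not name. The authors' whole transcriptome table holds a normalized signal per gene and library for 38055 genes; the methods describe strand-specific mapping to hg38 genes and TMM in CLC Genomics Workbench. These deposited signal values were whole multiples of 1 read in each library, so reads were recovered for 100% of the values. The depths are given with the experiment; library preparation with molecular identifiers is stated in the methods, and the recovered reads range from 27470978 to 56689369 per library. Both kinds of deposited table also list the authors' own log2 fold changes and adjusted p-values, which are marked as theirs wherever given. The depth of the small RNA libraries is unknown from these values, so their counting error is unknown.

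The tests had been planned for counts, with limma on log2(value + 1) if normalized values were given. The small RNA values were already log2, so limma (version 3.58.1, in R 4.3.3) was fitted to them with no pseudocount, and for the whole transcriptome to log2(value + 1). In each comparison with day 3, features needed a value of at least 10 in at least 3 of the 6 libraries compared. The 567 miRNAs tested for day 7 against day 5 include some below that value on both days. One is miR-4739, with mean log2 values of 1.67 on day 5 and 0.76 on day 7. P-values were adjusted by Benjamini-Hochberg and 0.05 was the threshold. Each comparison used its own 6 libraries, except day 7 against day 5, which was taken from a fit over all 9. Totals and family shares were compared by two-sided exact permutation tests, in which 3 pairs cannot give p under 0.25 and 3 libraries against 3 cannot give p under 0.1. edgeR (version 4.0.16) and DESeq2 (version 1.42.0) were run on the recovered whole transcriptome reads as alternatives. DESeq2 tested 24774 genes and called 11131, as many as the authors' deposited table, with all 11131 calls shared, although the methods describe CLC Genomics Workbench with TMM; this match is therefore not taken as evidence from a separate method. Lists of genes were tested with camera at its preset correlation, and with fry and an estimated correlation as alternatives. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Loci, transcripts and 3′UTRs came from GENCODE release 44 on GRCh38, by gene name or identifier, and transcript GC content and length were found for 19288 tested genes.

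The genes and miRNAs named were those that the paper names or labels in its Figures 4, 5 and 9 and that the tables hold, those of lists fixed before the data were examined, and in each comparison the 3 with the largest rise and the 3 with the largest fall among those past the threshold, with no overlap between the libraries of both days and at least 10 CPM on average. The lists were the genes labelled in Figure 5C, a hypoxia list of 16 genes, a proliferation list of 16, a YAP target list of 12, an RNAi machinery list of 12 and 5 miRNA host genes. SNRNP200, HPRT1 and ZMYM4, which the methods name as internal controls, were added after the data were examined. Seed matches of 9 families to 3′UTRs were tested over 12930 genes. The log2 fold changes of genes with and without a match were compared after adjustment for expression, 3′UTR length and 3′UTR GC content. This adjusted difference was ranked among those of other 7-mers with the same total of G and C bases and the same number of CG pairs.

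The limma step was tested on simulated data. With 200 miRNAs changed 2-fold among 567, 190 were called (95%) with 3 false calls. Among 19703 simulated genes, 122 of the 195 changed genes were called (62.6%) with 2 false calls. Changes of that size were thus missed in part when few genes changed. Far more genes were called in the data, 11450 of 20129, so this rate does not carry over to them. The seed test, given a planted shift of 0.2 in 12930 genes, returned 0.193.

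Alternatives set before the data were examined were library totals in place of the authors' scaling, no filter on low values, a pseudocount of 0.1, the replicate number as a block, all 3 days in one fit, leaving out each library in turn, a 2-fold minimum and DESeq2 on reads. Centring on the median of well-expressed miRNAs, edgeR on the recovered reads, a correction for GC content and length per library (loess on each), fold changes from the authors' deposited table, and all alternatives of day 7 against day 5 were chosen after seeing the data.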

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

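The gene lists were fixed before the data were examined. The median centring, the tests of a hypoxia response and of YAP targets, and the test of the scale between libraries were chosen only after the result was seen; the splits of the libraries were set beforehand as a general check.

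The day 7 and day 5 libraries differed from each other as well as from day 3. In a limma fit over all 9 libraries, 251 of 567 miRNAs differed between day 7 and day 5 at an adjusted p-value under 0.05. Of these, 223 were higher on day 7 and 28 lower. The 567 include some with low values on both days, such as miR-4739 (log2 fold change -0.91, limma, adjusted p = 0.0124). Only the real one of the 10 splits of the 6 libraries gave as many calls (1 of 10), a share that 3 libraries against 3 cannot make smaller. A single scaling factor per library is argued against as the whole cause, since 204 miRNAs differed, 175 of them among the 251, after each library was centred on the median of its well-expressed miRNAs. The direction stays open: with each library divided by its miRNA total, 306 miRNAs differed, of which 60 were higher and 246 lower on day 7, and 88 of the 103 calls shared with the deposited scale kept their direction. The median log2 fold change of all 567 was 0.26 on the deposited scale and -0.24 on library totals. Without spike-in RNA or cell counts in these values, an increase of most miRNAs cannot be told apart here from the scale set between the libraries. A biological difference between the densities stays among the open explanations.

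miR-200b-3p, miR-96-5p and miR-100-5p moved in a different way between day 3 and day 5 than between day 5 and day 7. All 3 were lower on day 5, miR-100-5p with a log2 fold change of -0.53 that did not pass (limma, adjusted p = 0.0548), and all 3 rose from day 5 to day 7 by log2 fold changes of 0.68, 0.70 and 0.62 (limma, adjusted p = 0.00158, 0.0019 and 0.00723). The size of these rises depended on the scale: on library totals they were 0.19, 0.20 and 0.12, and that of miR-100-5p no longer passed (limma, adjusted p = 0.175), while after median centring they were 0.49, 0.51 and 0.42. Without a filter on low values the adjusted p of this rise of miR-100-5p was 0.0515. Its fall on day 5 passed on library totals, after median centring, with all 3 days in one fit and without day 3 replicate 3 (limma, adjusted p = 0.00782, 0.0177, 0.0243 and 0.00359). Against day 3, the log2 fold changes of miR-200b-3p and miR-96-5p on day 7 were -0.038 and -0.0087 on the deposited scale and -0.54 and -0.51 on library totals, so the return of both was complete on the first scale and partial on the second. A dip on day 5 with a return on day 7 may be density dependent, with less certainty for miR-100-5p, but the share of it that comes from the scaling was not settled by these tests.

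The hypoxia list, which the paper does not examine in its RNAseq data, was higher on day 5 in 16 of 16 genes, and all 16 passed, over all genes tested and adjusted over the list alone. The median log2 fold change was 2.56 (camera p = 1.8e-11; p = 6.9e-07 by fry and p = 0.0219 with an estimated correlation, all from limma models). With the estimated correlation the list did not pass without day 3 replicate 1 (p = 0.0539) or without day 3 replicate 3 (p = 0.061). NDRG1 rose from 1283 ± 127 to 33006 ± 3163 (SD, n = 3) and SLC2A1 from 2341 ± 305 to 23554 ± 2144. CA9 had the largest log2 fold change of the list, 6.31 (limma, adjusted p = 0.000235), but was at 1.9 ± 2.0 on day 3, so this value depends on the pseudocount. GC content and gene length are argued against, since the median was 2.43 after correcting each library for both. The library sizes of day 5 lie inside the range of day 3, and reads were counted by strand. The rise fits what a hypoxia response would give in dense culture, in a test stated after the first values had been seen. Whether oxygen, nutrients or acid set it off was not tested. VEGFA, which the paper selected on day 7 against day 3 and so partly from the same day 3 libraries, was left out of the list.

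The YAP target list was chosen with the expectation that contact inhibition would lower it, and it moved the other way. Of its 12 genes, 9 were higher on day 5 and 7 of these passed, while 1 of the 3 lower genes passed, with the same counts when adjusted over the list alone. The median log2 fold change was 0.76 (camera with its preset correlation, p = 0.0114, higher). By fry the p was 0.00114, but with an estimated correlation it was 0.361, and after the correction for GC content and length the median was 0.24 (camera p = 0.0638), so the rise of the list as a set is not firm. The median was above 0 both with and without the correction, and 7 genes passed upward before it. After it AMOTL2 and AJUBA turned to -0.21 and -0.18 and ARHGEF17 went from 1.01 to 0.09, while F3 and NT5E were at 1.25 and 1.48. A fall of the list as a whole is argued against, but a fall of part of it, such as CCN1 and ANKRD1, is not. CCN1 and CCN2 had log2 fold changes of -0.76 (limma, adjusted p = 0.0947) and -0.15 (limma, adjusted p = 0.72). The fall of CCN1 passed with edgeR (log2 fold change -0.84, adjusted p = 0.00182) and without day 3 replicate 1 (log2 fold change -1.07, limma, adjusted p = 0.0224), and without day 3 replicate 3 CCN1 was at -0.40 (limma, adjusted p = 0.117) and CCN2 at 0.12. ANKRD1, at 11.8 ± 0.871 on day 3, fell by 1.47 (limma, adjusted p = 0.00859), which did not pass with DESeq2 (adjusted p = 0.0809).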

How the results depend on the processing

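Small RNA, day 7 against day 3. The 300 calls (253 higher, 47 lower, 84.3% higher) became 319 with 93 higher and 226 lower (29.2%) on library totals, the setting that reversed the direction; the scale is the cause by construction, and which scale is right was not tested. After median centring, which left a median log2 fold change of 0.13 among all tested miRNAs, the share was 75.3%. A 2-fold minimum gave 58 calls, 42 higher and 16 lower (72.4%), because it keeps only large changes. Across the 6 fits that each left out one library, calls ranged from 229 to 301, higher calls from 194 to 253, lower calls from 33 to 54 and the share from 82.1% to 86.5%. Without a filter 221 miRNAs passed and with all 3 days in one fit 333.

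Small RNA, day 5 against day 3. The 80 calls (46 higher, 34 lower, 57.5%) became 14, 2 higher and 12 lower (14.3%), with a 2-fold minimum; 135, 72 higher and 63 lower, on library totals; 169, 121 higher (71.6%), after median centring; and 50, 26 higher, without a filter. Median centring moved the median log2 fold change of all tested miRNAs from 0.07 to 0.14, which goes with its larger share. Other causes were not tested. With one library left out, calls ranged from 37 to 122, higher calls from 16 to 55 and lower calls from 21 to 67. The share ranged from 39.0% to 56.2%. It fell below 50% without day 3 replicate 3 (45.1%), day 5 replicate 1 (43.2%), day 5 replicate 2 (39.0%) and day 5 replicate 3 (43.2%), so the direction of the day 5 calls is not settled. The count of 122 was that without day 3 replicate 3.

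Small RNA, day 7 against day 5. The 251 calls became 306 on library totals, with 60 higher and 246 lower (19.6%); 204 after median centring, with 148 higher and 56 lower (72.5%); 164 without a filter, with 147 higher and 17 lower; 306 with only those 6 libraries in the fit; and 17, with 15 higher and 2 lower, with a 2-fold minimum. The cause was not tested apart from the scale. With one library left out, calls ranged from 181 to 238, higher calls from 159 to 216, lower calls from 21 to 27 and the share from 87.8% to 90.8%.

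The total on day 7 was 1.41 times that of day 3 and between 1.33 and 1.46 without one replicate; by the authors' deposited table it was 1.61. On day 5 it was 1.00, between 0.943 and 1.05 without one replicate, and 0.943, on the other side of 1, without replicate 3. The median log2 fold change of the well-expressed miRNAs was 0.31 on day 7, from 0.25 to 0.36 without one library, and -0.19 on library totals. On day 5 it was 0.07, from -0.010 to 0.11 without one library; the fit without day 3 replicate 3 gave -0.010. The combined family share kept within 49.7% to 49.9% on day 3, 48.4% to 48.7% on day 5 and 48.7% to 49.0% on day 7 without one replicate. The depth of the small RNA libraries is unknown, so no limit on weakly expressed miRNAs can be given.

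Whole transcriptome, day 5 against day 3. The 11450 calls (51.5% higher) became 11131 with DESeq2 (52.5%), 12270 with edgeR, 11371 on library totals (56.2%) and 9408 after the GC and length correction, where 4608 were higher and 4800 lower (49.0%), on 19288 genes. A 2-fold minimum gave 3589, 2059 higher and 1530 lower (57.4%). With one library left out, calls ranged from 9811 to 11380, higher calls from 5027 to 6078, lower calls from 4744 to 5302 and the share from 50.7% to 53.4%, the last without day 3 replicate 3. The share was thus above 50% except after the correction; the cause was not tested. All 19 genes of Figure 5C were called higher in every setting. The hypoxia list kept camera p between 4.5e-12 and 1.7e-10 without one library. The proliferation list (camera with its preset correlation, p = 0.0538) passed with fry (p = 0.00988), after the GC and length correction (p = 0.0280) and without day 3 replicate 1 (p = 0.0265) or day 5 replicate 1 (p = 0.0487), and its p ranged from 0.0265 to 0.124 without one library. The YAP target list did not pass with an estimated correlation (p = 0.361) or after the correction (p = 0.0638), with p from 0.00772 to 0.0293 without one library.

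Of the values of named miRNAs and genes under these alternatives, 777 kept their direction and their side of the threshold, 23 were weaker, 13 were stronger and 16 reversed. On library totals TNRC6A went from -0.06 to 0.0058. After the GC and length correction HPRT1 went from -0.07 to 0.44, XPO5 from 0.12 to -0.12, MIR100HG from -0.14 to 0.30 and MIRLET7BHG from 0.03 to -0.30. The other reversals came from leaving out one library, for values close to 0: miR-200b-3p on day 7 ranged from -0.17 to 0.051 (0.0050 without day 3 replicate 1, 0.051 without day 3 replicate 2), miR-96-5p from -0.14 to 0.088 (0.028 without day 3 replicate 1, 0.088 without day 3 replicate 2, 0.033 without day 7 replicate 1), miR-17-5p on day 5 from -0.058 to 0.074 (-0.058 without day 3 replicate 3, -0.034 without day 5 replicate 2), MIRLET7BHG from -0.036 to 0.12 (-0.030 without day 3 replicate 2, -0.036 without day 5 replicate 1, -0.00063 without day 5 replicate 2) and CCN2 from -0.44 to 0.12 (0.12 without day 3 replicate 3). The cause was not tested.

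The labels give the same replicate numbers on each day, and the legend of Figure 4A names a paired test, but what libraries with the same number share is not stated. Deviations of libraries with the same number correlated by 0.0865, 0.116 and 0.114 between day 5 and day 3 and by 0.0918, -0.0064 and 0.0273 between day 7 and day 3 in small RNA, and by -0.0112, 0.0343 and 0.0234 in the whole transcriptome, so in none of the 3 comparisons were all 3 above 0.1, and the libraries were not paired in the fits. With the replicate number as a block, limma called 302 miRNAs on day 7, 71 on day 5, 254 between day 7 and day 5 (27 of them lower) and 10533 genes on day 5. With the block, AGO3 and MIR22HG did not pass (limma, adjusted p = 0.0930 and 0.0519), and the hypoxia list kept its camera call (p = 1e-10) but did not pass with an estimated correlation (p = 0.0956).

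Not run were the alternatives for counts and the pseudocount of 0.1 for small RNA, whose values are log2 and hold no counts; DESeq2 size factors and unscaled counts for the medians; all 3 days in one fit for the whole transcriptome; the comparison of whole transcriptome day 7; and the settings for the authors' tables alone.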

Differences from the paper's values

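The paper reports a 30-fold increase of miR-210-3p at high cell density, citing Figure 4D, and the deposited log2 values gave 7.73-fold on day 7. Figure 4E shows the same miRNA measured by RT-qPCR, which was not analysed here. None of the alternatives set before the data were examined closed the gap: the fold change was 5.46 on library totals, 7.73 without a filter, with all 3 days in one fit and with the replicate block, and from 6.54 to 8.44 with one library left out. The authors' deposited table gives 13.6.

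The paper gives 80% as the share of significantly changed miRNAs that are up-regulated, and the deposited values gave 84.3%. The authors' deposited table gives 83.75%. Of the alternatives set before the data were examined, dividing each library by its miRNA total gave 29.2%. The others that were run gave between 72.4% and 86.5%.

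The paper states a range of fold increases for most individual miRNAs. In the deposited values 22.3% of the 448 well-expressed miRNAs rose by 1.5- to 2-fold and 50.4% by less than 1.5-fold, and in the authors' deposited table 21.4% rose by 1.5- to 2-fold. The paper describes the 5 miRNAs taken to RT-qPCR as those with the greatest increase among abundant AGO2-associated miRNAs. miR-30b-5p and miR-193b-3p, which Figure 4D also names, had log2 fold changes of 1.27 and 1.00, above the 0.71 of miR-27a-3p, which ranked 93 among 455 miRNAs with at least 10 CPM, and 22 among the 86 with at least 1000. The paper names miR-210-3p as the largest rise of any highly expressed miRNA; miR-210-5p rose by 3.04 against 2.95, at 245 CPM on average, and among miRNAs with at least 1000 CPM miR-210-3p ranked 1.

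The paper states complementarity to the miR-27a seed in the 3′UTRs of IGF1R and NOTCH3 and to the miR-181a seed in that of IGF1R. In the 3′UTR of the canonical IGF1R transcript, of 7088 bases, no 7-mer match to either seed was found, with 1 6-mer match to each; in that of NOTCH3, of 1624 bases, 1 7-mer match to miR-27a was found. The AGO2-bound regions and other transcripts were not used here.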

Other observations

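The seed test, the proliferation test and the splits of the libraries were set before their results were seen. The tests of the scale between libraries, of hairpin GC content, of the host gene of miR-210 and of a hypoxia response were chosen only after the result was seen, and the median centring and the correction for GC content and length were added after the data were examined.

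For each comparison with day 3, only the real one of the 10 splits of the 6 libraries gave as many calls (1 of 10 for small RNA on day 5, on day 7, and for the whole transcriptome on day 5), which is the smallest share that 3 libraries against 3 allow. The number of miRNAs called on day 7 does not come from a single factor per library, since 263 were called after median centring and the other splits of those centred libraries gave fewer. Which direction prevails cannot be told apart from the scale set between libraries: the higher share was 29.2% on library totals, and no value in these tables fixes the amount of miRNA per cell.

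The miRNAs with the largest falls had GC-rich hairpins. Of the 16 miRNAs that were at least 2-fold lower on day 7, 14 had a hairpin sequence, with a median GC content of 72.5% against 51.1% for the 550 of 559 tested miRNAs that had one. A general trend with GC content across all miRNAs is argued against. The rank correlation of hairpin GC content with the log2 fold change was 0.0625 across miRNAs, which are not independent replicates. Within day 3 the deviation of a library from the day 3 mean correlated with GC content by at most 0.103. A smaller rise among GC-rich hairpins is not excluded. Of the 37 miRNAs with at least 70% GC, 23 (62.2%) were higher on day 7, against 79.2% of the 448 well-expressed miRNAs. Their median log2 fold change was 0.19, against 0.30 for all tested miRNAs. Some of the miRNAs with the largest falls were already low on day 5. There miR-3195, miR-6743-5p and miR-10396b-3p had log2 fold changes of -5.40, -4.06 and -4.05. Fragments of other GC-rich RNAs in the day 3 libraries could give the same values and were not tested.

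All 19 genes labelled in Figure 5C, which the paper selected on day 7 against day 3, were already higher on day 5, and all 19 passed over all genes tested and adjusted over the list alone; since the study chose them on libraries that share the day 3 controls, this is not independent evidence. Their median log2 fold change was 1.81, from 1.23 to 3.22 (camera p = 4.1e-12; p = 2.5e-06 by fry and p = 0.0433 with an estimated correlation, all from limma models). With the estimated correlation and one library left out, p was above 0.05 in 5 of 6 fits, up to 0.0712 without day 5 replicate 3. IGF1R rose from 522 ± 10.8 to 1833 ± 71.2 (SD, n = 3), NOTCH3 from 320 ± 27 to 2234 ± 142 and OLFML2A from 146 ± 17.8 to 688 ± 21.2, by log2 fold changes of 1.81, 2.80 and 2.24. The median was 1.45 after the GC and length correction, which argues against those trends as the whole cause. A release of targets from abundant miRNA families may contribute, and was tested across 12930 genes from seed matches in 3′UTRs. The paper describes AGO2 on day 5 as alike in cytoplasm and nucleus, with a significant shift to the nucleus only later. The day 5 values are therefore no test of release by that shift. Of the 5 families of Figure 4C, 1 ranked above 95% of other 7-mers with the same total of G and C and number of CG pairs. It was miR-25-3p and its relatives, at percentile 98.9, with a difference of 0.06 on the log2 scale. That difference is adjusted for expression, 3′UTR length and 3′UTR GC content. The miR-99-5p/miR-100-5p family reached percentile 92.5, miR-21-5p 89.2, miR-191-5p 70.3 and let-7-5p 17.7. Of the other families tested, miR-181-5p reached 96.4, miR-27-3p 94.0, miR-210-3p 68.1 and miR-28-5p 50.8. With 9 families tested, these ranks leave release from miRNAs and other causes of the rise on day 5 open, and they cannot be told apart here because sites bound by AGO2 were not used.

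The proliferation list went both ways on day 5. Of its 16 genes, 10 were lower and 8 of these passed, while 3 of the 6 higher genes passed (4 when adjusted over the list alone, with 8 lower). The median log2 fold change was -0.40 (camera p = 0.0538; p = 0.589 with an estimated correlation and p = 0.00988 by fry). CCNB1, CDK1 and PCNA had log2 fold changes of -1.15, -1.06 and -1.37, whereas MKI67 and PLK1 rose by 0.52 and 0.63, MKI67 by 0.054 after the GC and length correction. Slower proliferation may explain the lower genes but not the higher ones, and with p-values on both sides of the threshold the list does not settle it.

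Of the RNAi machinery list, 8 of 12 genes were higher on day 5 and 7 passed, over all genes and adjusted over the list alone, with 1 lower gene passing. AGO2 mRNA rose from 3051 ± 339 to 5800 ± 92.7 (SD, n = 3), a log2 fold change of 0.93 (limma, adjusted p = 0.000655), and 0.49 after the GC and length correction. The log2 fold changes of AGO1, AGO3 and AGO4 were 0.87, 0.27 and 0.73; that of AGO3 (limma, adjusted p = 0.0464) did not pass without day 5 replicate 1 (limma, adjusted p = 0.0963), nor under most of the other alternatives, and was 0.012 after the correction. TNRC6A mRNA was at 4234 ± 198 on day 3 and 4057 ± 109 on day 5 (limma, adjusted p = 0.525), with a log2 fold change of -0.34 after the correction (limma, adjusted p = 0.00947) and 0.0058 on library totals. TNRC6B rose by 1.16 and TNRC6C by 0.81. The paper reports lower TNRC6A protein after 5 days (Figure 3B and 3C), and the mRNA values here are of the same day. DICER1 had a log2 fold change of -0.32 (limma, adjusted p = 0.00928) and DROSHA of 0.30 (limma, adjusted p = 0.0117); those of DGCR8, XPO5 and TARBP2 were -0.13, 0.12 and -0.24 and did not pass. With edgeR TARBP2 passed as lower (log2 fold change -0.25, adjusted p = 0.0249). After the correction DGCR8 and TARBP2 passed as lower, at -0.55 and -0.54, XPO5 turned to -0.12 and DROSHA no longer passed (limma, adjusted p = 0.0834). Without a filter on low values neither DROSHA nor DICER1 passed (limma, adjusted p = 0.0899 and 0.0779), and on library totals DICER1 did not pass (limma, adjusted p = 0.0528).

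Figure 5D compares day 3 with day 7, and RNAseq values of day 7 were not used here, so its normalization was not tested. SNRNP200, the reference gene on its axis, was not constant between day 3 and day 5 in the RNAseq values. It rose from 10608 ± 1485 on day 3 to 24825 ± 496 on day 5 (SD, n = 3), a log2 fold change of 1.24 (limma, adjusted p = 0.000461), and between 0.78, after the GC and length correction, and 1.33 across all settings run. The methods name HPRT1 and ZMYM4 beside it as internal controls, and their log2 fold changes were -0.07 and -0.07 (limma, adjusted p = 0.542 and 0.445). HPRT1 turned to 0.44 after the correction (limma, adjusted p = 0.0079), and ZMYM4 did not pass in any setting run. MALAT1 had a log2 fold change of -0.10 (limma, adjusted p = 0.388), and of -0.27 after the correction (limma, adjusted p = 0.027).

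The host RNA of miR-210 rose with the miRNA. MIR210HG, on chromosome 11 of GRCh38 from 565657 to 568457 on the minus strand, went from 50.4 ± 20.3 to 486 ± 54.2 (SD, n = 3) on day 5, a log2 fold change of 3.31 (limma, adjusted p = 0.00031), against 1.74 for miR-210-3p and 2.58 for miR-210-5p on the same day. This is consistent with transcription of the host gene raising the miRNA, although whether the miRNA was also stabilised was not tested. Of the 5 host genes, 1 was called higher and 2 lower, with the same counts adjusted over the list alone: MIR17HG and MIR22HG had log2 fold changes of -1.06 and -0.57 while miR-17-5p and miR-22-3p were at 0.02 and 0.16 on day 5, and neither miRNA passed. The fall of MIR22HG did not pass without day 5 replicate 3 (limma, adjusted p = 0.0502) or without a filter on low values (limma, adjusted p = 0.0592). MIR100HG and MIRLET7BHG were at -0.14 and 0.03 and did not pass, and after the GC and length correction they turned to 0.30 (limma, adjusted p = 0.0247) and -0.30 (limma, adjusted p = 0.0683).

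Among genes with at least 10 CPM on average, the largest rises on day 5 were those of ANGPTL4, ANKRD30BL and MIR663AHG, with log2 fold changes of 6.07, 5.21 and 5.06 (limma, adjusted p = 1e-04, 5.6e-05 and 8.27e-05). MIR663AHG alone took 0.0236% ± 0.00545 of the recovered reads on day 3 and 0.81% ± 0.0779 on day 5 (SD, n = 3). Its annotated transcripts share 19 of 7857 sequences of 31 bases with those of ANKRD30BL, so a small part of the reads of either could be counted on the other; after the GC and length correction the fold changes were 5.43 for ANKRD30BL and 5.45 for MIR663AHG. Among the same genes, the largest falls were those of H4C8, H3C12 and the gene with the identifier ENSG00000198366, with log2 fold changes of -2.48, -2.47 and -2.52. H4C8 and H3C12 are histone genes with near-identical copies, so their single values are uncertain.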
